# Tissue-specific transcriptomics and proteomics of a filarial nematode and its *Wolbachia* endosymbiont

**DOI:** 10.1186/s12864-015-2083-2

**Published:** 2015-11-11

**Authors:** Ashley N. Luck, Kathryn G. Anderson, Colleen M. McClung, Nathan C. VerBerkmoes, Jeremy M. Foster, Michelle L. Michalski, Barton E. Slatko

**Keywords:** Nematode, Filaria, Transcriptomics, Proteomics, Endosymbiosis, *Wolbachia*

## Abstract

**Background:**

Filarial nematodes cause debilitating human diseases. While treatable, recent evidence suggests drug resistance is developing, necessitating the development of novel targets and new treatment options. Although transcriptomic and proteomic studies around the nematode life cycle have greatly enhanced our knowledge, whole organism approaches have not provided spatial resolution of gene expression, which can be gained by examining individual tissues. Generally, due to their small size, tissue dissection of human-infecting filarial nematodes remains extremely challenging. However, canine heartworm disease is caused by a closely related and much larger filarial nematode, *Dirofilaria immitis*. As with many other filarial nematodes, *D. immitis* contains *Wolbachia,* an obligate bacterial endosymbiont present in the hypodermis and developing oocytes within the uterus. Here, we describe the first concurrent tissue-specific transcriptomic and proteomic profiling of a filarial nematode (*D. immitis)* and its *Wolbachia* (*w*Di) in order to better understand tissue functions and identify tissue-specific antigens that may be used for the development of new diagnostic and therapeutic tools.

**Methods:**

Adult *D. immitis* worms were dissected into female body wall (FBW), female uterus (FU), female intestine (FI), female head (FH), male body wall (MBW), male testis (MT), male intestine (MI), male head (MH) and 10.1186/s12864-015-2083-2 male spicule (MS) and used to prepare transcriptomic and proteomic libraries.

**Results:**

Transcriptomic and proteomic analysis of several *D. immitis* tissues identified many biological functions enriched within certain tissues. Hierarchical clustering of the *D. immitis* tissue transcriptomes, along with the recently published whole-worm adult male and female *D. immitis* transcriptomes, revealed that the whole-worm transcriptome is typically dominated by transcripts originating from reproductive tissue. The uterus appeared to have the most variable transcriptome, possibly due to age. Although many functions are shared between the reproductive tissues, the most significant differences in gene expression were observed between the uterus and testis. Interestingly, *w*Di gene expression in the male and female body wall is fairly similar, yet slightly different to that of *Wolbachia* gene expression in the uterus. Proteomic methods verified 32 % of the predicted *D. immitis* proteome, including over 700 hypothetical proteins of *D. immitis*. Of note, hypothetical proteins were among some of the most abundant *Wolbachia* proteins identified, which may fulfill some important yet still uncharacterized biological function.

**Conclusions:**

The spatial resolution gained from this parallel transcriptomic and proteomic analysis adds to our understanding of filarial biology and serves as a resource with which to develop future therapeutic strategies against filarial nematodes and their *Wolbachia* endosymbionts.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2083-2) contains supplementary material, which is available to authorized users.

## Background

Afflicting nearly 150 million people, filarial nematodes responsible for lymphatic filariasis (*Wuchereria bancrofti*, *Brugia malayi* and *B. timori)* and onchocerciasis (*Onchocerca volvulus*) are a worldwide source of disablement and morbidity [1]. Although current microfilaricidal treatments (which kill the larval stages) disrupt transmission of these insect vector-borne diseases [2], treatment is contraindicated in certain regions due to adverse drug reactions in the presence of another filarial nematode, *Loa loa*. Additionally, because recent evidence suggests drug resistance in filarial nematodes is developing [3, 4], the identification of novel vaccine targets and the development of new treatment options are necessary.

Many filarial nematode species (including *W. bancrofti*, *B. malayi*, *B. timori* and *O. volvulus*) contain *Wolbachia*, an obligate intracellular endosymbiotic bacterium found in the lateral cords of all adult worms as well as within the oocytes and developing embryos in the female reproductive tract [5–7]. Depletion of *Wolbachia* through tetracycline antibiotic treatment leads to decreased fertility and eventually death of adult worms [8–10]. Genome sequencing of filarial nematodes and their *Wolbachia* endobacteria has identified a number of critical metabolites implicated in the host-endosymbiont interaction [11–13]. For example, most filarial nematodes lack genes necessary for the synthesis of critical cofactors such as heme and riboflavin, as well as the *de novo* synthesis of purines and pyrimidines while these pathways are complete and likely functional within their corresponding *Wolbachia* genomes [11, 14]. On the other hand, *Wolbachia* only partially maintains biosynthetic pathways for the synthesis of Coenzyme A, NAD, biotin, lipoic acid, ubiquinone and pyridoxal phosphate and thus, these cofactors may be supplied to the bacterium by the nematode host [11, 14].

While increasingly more filarial nematode genome sequences (and their respective *Wolbachia* counterparts) are becoming readily available, other ‘omics’ approaches (transcriptomics/proteomics) are needed to provide more detailed functional information. Previous transcriptomics (RNA-seq) studies have analyzed gene expression throughout the filarial nematode life cycle [15, 16]. Nevertheless, these whole organism approaches do not provide spatial resolution of gene expression, which can be gained by tissue specific gene expression profiling. Given the relatively small size of many filarial nematodes (*B. malayi* adults typically range from 13 to 55 mm in length), tissue dissection is extremely challenging. Hence, information on tissue-specific gene expression in nematodes has been limited to the widely studied free-living nematode *Caenorhabditis elegans* and more recently *Ascaris suum,* a non-filarial nematode parasite [17]. While many filarial nematodes are relatively small in size, *Dirofilaria immitis*, the causative agent of canine heartworm disease, is much larger in both length (20–30 cm) and diameter, enabling more accurate dissection of tissues. Here, we describe the first tissue specific transcriptomic profiling of a filarial nematode (*D. immitis)* and its *Wolbachia* endosymbiont. Although RNA levels may imply potential translated protein levels, transcriptomics alone cannot provide any direct information about protein abundance in a tissue. Therefore, we concurrently performed mass spectrometry-based proteome analysis on a number of *D. immitis* tissues in order to corroborate transcriptomic data, expand our understanding of filarial nematode biology and identify tissue specific proteins that may be of interest in filarial nematode drug, diagnostic and vaccine development.

## Methods

### *D. immitis* tissue preparation

Adult *D. immitis* were obtained from the NIH/NIAID Filariasis Research Reagent Resource (FR3) Center for mass spectrometry analysis or purchased from TRS Labs for transcriptomic analysis. All animal procedures were conducted in accordance with IACUC guidelines. Biological replicates for transcriptomic analysis were from two untreated laboratory derived *D. immitis*-infected dogs. Worm dissections were performed using a dissecting microscope on either live or frozen adult *D. immitis* by mounting them on a wax pad and making a long head-to-tail incision using iridectomy scissors. The identity of each tissue piece removed from the worms was confirmed microscopically before tissues were rinsed three times in PBS prior to freezing at −80 °C. Worms were dissected into the following tissues or regions of the body: female body wall (FBW), female uterus (FU), female intestine (FI), female head (FH), male body wall (MBW), male testis (MT), male intestine (MI), male head (MH) and male spicule (MS). The *D. immitis* uterus tissue consists of the entire female reproductive tract, including the intrauterine contents (oocytes, developing embryos and immature microfilariae) and the male testis tissue comprised the entire male reproductive tract including sperm. Likewise, both the *D. immitis* male and female intestine preparations contain the entire nematode digestive tract posterior to the pharynx. The worm head was isolated by making a cut approximately 1 mm posterior to the nerve ring as visualized via stereomicroscope. The female and male head tissues consisted of the entire head including cuticle, body wall, mouth, amphidial neurons, nerve ring with some peripheral nerves as well as the pharynx. Male spicule samples represent the male tale severed from the body approximately 1 mm anterior of the spicule shafts. All *D. immitis* tissues were fast frozen in 1.5 mL graduated round bottom tubes (Eppendorf) and stored at −80 °C prior to RNA or protein isolation.

### Total RNA isolation and library preparation

Tissue samples were homogenized with ceramic beads in CK14 tubes using a Minilys homogenizer (Precellys) and total RNA was extracted by organic extraction using Trizol (Ambion). Samples were treated with DNase I (Ambion) at 37 °C for 30 min before further Trizol extraction and final purification. The RNA integrity, purity and concentration of all samples were assessed on an RNA nano chip using a Bioanalyzer 2100 (Agilent Technologies). In order to capture any *Wolbachia* transcripts, total RNA was used to prepare all RNA-Seq libraries. Samples were prepared for sequencing using the NEBNext® mRNA Library Prep Master Mix Set for Illumina® (New England Biolabs), according to the instructions. Library quality was assessed using a DNA high sensitivity chip on a Bioanalyzer 2100.

### Transcriptome sequencing and bioinformatic analysis

Transcriptomic libraries were sequenced using an Illumina GAIIx sequencer. Data were collected for 50 bp single-end reads. All data was analyzed using a local instance of Galaxy [18–20]. Sequence reads from each tissue sample were first assessed for quality using FastQC (v 1.0.0) [21] and further analyzed using the Tuxedo protocol [22]. RNA-Seq reads from each sample were aligned to the *D. immitis* genome (version 2.2) [14] using TopHat (v. 1.4.1) [23]. Default parameters were used except for the maximum number of alignments to be allowed was set to 40. Reads aligned using TopHat were assembled into transcripts using Cufflinks (v. 1.3.0). Default parameters were used. Cufflinks assemblies from all samples were merged using Cuffmerge (v.1.0.0) and used for differential expression testing using Cuffdiff (v.1.3.0), with the false discovery rate (FDR) set to 0.01.

Similarly, the RNA-Seq reads from each sample were also mapped to the *Wolbachia* from *D. immitis* (*w*Di) genome (version 2.2) [14] using Bowtie [24]. Reads aligned using Bowtie were assembled into transcripts using Cufflinks, then merged with Cuffmerge. Differential expression profiles were determined using Cuffdiff (v. 2.1.1). Default parameters for Cuffdiff were used except the minimum alignment count was set to 2 and FDR set to 0.01.

Hierarchical clustering analysis was performed using Cluster 3.0 [25]. Mapped reads from biological replicates (BAM output files from either TopHat or Bowtie) were first merged then assembled into transcripts using Cufflinks. Normalized FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values were hierarchically clustered using Pearson’s uncentered correlation coefficient with a centroid linkage. Clustered data were depicted graphically (heatmap and dendrogram) using JavaTreeView [25]. Significantly enriched GO terms were identified using the web based Gene Ontology Enrichment Analysis Software Toolkit [26] with the FDR set to 0.1.

### Protein isolation and ms-based proteomic analysis

*D. immitis* tissue samples were lysed in 1 % SDS by sonication (3 times for 30 s) followed by incubation at 65 °C for 30 min with gentle rocking. Samples (100 μL cell lysate) were then prepared for 2D-LC-MS/MS based proteome analysis using the filter aided sample preparation (FASP) kits (Expedion) with modifications to the protocol for simplification (for a complete protocol see [27]). Samples were digested on-filter with 10 μg of Trypsin-ultra Mass Spectrometry Grade (New England Biolabs) overnight at 37 °C. Digested samples were eluted into a clean collection tube via three steps of centrifugation at 14,000 × g for 15 min as follows: Step 1: 80 μL 50 mM ammonium bicarbonate solution; Step 2: 50 μL 0.5 M sodium chloride solution (provided with the FASP kit); Step 3: 170 μL H_2_O with 0.1 % formic acid. The final solution (~300 μL) was split into 2 aliquots per sample and frozen at −20 °C until analysis by 2D-LC-MS/MS. The eluted solution was ready to load onto a 2D-nano LC column without further purification.

The resultant complex peptide mixtures from the individual samples were loaded onto a biphasic C18-SCX (reverse phase-strong cation exchange) (Phenomonex) self-packed nano pre-column (3 cm C18, 3 cm SCX, 150 μm ID) that serves as the first dimension of the 2D-LC system to capture peptides and wash away salts. Once loaded, the column was moved in-line with a U3000 HPLC (Dionex, subsidiary of Thermo Fisher Scientific) split to obtain ~300 nL/min flow rate over the nano-analytical columns. The pre-column was washed with 100 % aqueous solvent followed by an organic solvent gradient (70 % acetonitrile, 0.1 % formic acid) to remove salts and move the peptides to the SCX phase. The pre-column was then attached to a 15 cm × 100 μm C18 front resolving column with an integrated nanospray tip (New Objective Picofrit) packed with Phenomenex Aqua C18. The resolving column was housed in a nanospray source (Proxeon, Thermo Fisher Scientific) attached to a QExactive mass spectrometer (Thermo Fisher Scientific). An automated 22 h two-dimensional LC-MS/MS run was programmed into Xcalibur (Thermo Fisher Scientific) and each sample was analyzed with a separation scheme consisting of eleven salt pulses followed by 2 h C18 separation (for more details on liquid chromatography method see [27]). During each analysis and all sample runs, the QExactive settings were as follows: the normalized collision energy for HCD was 28 eV, a full scan resolution of 70,000 K from 400–1600 m/z, a HCD MS/MS resolution of 17,500 with an isolation width of 3 m/z, and the dynamic exclusion was set at 15 s. Peptides were not excluded based on charge state and 1 microscan for both full and MS/MS scans were acquired. All MS and MS/MS data were acquired in profile mode.

### Proteome informatics

All resultant MS/MS spectra from individual 24 h runs were searched with the Proteome Discoverer V. 1.4 (Thermo Fisher Scientific) and filtered via reverse database searching with maximum false positive rate of 0.5. The Proteome Discoverer settings were as follows: HCD MS/MS, included a fixed modification for carboxyamidomethylated cysteines, a variable modification for urea carbamylation of arginine and lysine residues, fully tryptic peptides only, up to 4 missed cleavages, a precursor mass tolerance of 10 ppm and a fragment mass tolerance of 0.6 Da. Only proteins identified with two fully tryptic peptides from a 22 h run were considered for further analysis. Tandem MS/MS spectra were searched against a combined protein database of *D. immitis* (12,893 entries) and *w*Di (871 entries).

As with the RNA-seq data, hierarchical clustering analysis was performed on the resultant filtered proteome datasets using Cluster 3.0 [25]. Peptide spectral count values were hierarchically clustered using Pearson’s uncentered correlation coefficient with a centroid linkage. Clustered data were depicted graphically (heatmap and dendrogram) using JavaTreeView [25]. Significantly enriched GO terms were identified using the web based Gene Ontology Enrichment Analysis Software Toolkit [26] with the FDR set to 0.1.

## Results and discussion

### *D. immitis* tissue transcriptome overview

Over 30 million single-end 50 bp reads were generated using total RNA from various *D. immitis* tissues, ~84 % of which mapped with high quality to the *D. immitis* reference genome (Table 1). 

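The libraries were made from 7 dissected tissues. Female body wall (FBW), female head (FH), female intestine (FI), female uterus (FU) and male body wall (MBW) have 2 libraries each, and male intestine (MI) and male testis (MT) have 1 each, so that values for MI and MT carry no replicate error. For each of the 12 libraries the authors deposited an FPKM value per gene model as computed with Cufflinks, with its 95% confidence bounds and the read coverage of the transcript. The values cover 12857 gene models of genome version 2.2, which are named here by the last part of their nDi.2.2.2 identifiers (g00001, for example), with the scaffold and the positions given in the files. From the ratio of coverage to FPKM, the number of mapped reads that the FPKM were divided by was 1.21 to 2.33 (in 1e6 reads) in the 8 female libraries and 4.20 to 6.17 in the 4 male libraries. In the coverage values a single read covered 72.5 to 72.8 bp in the female libraries and 50.2 to 50.3 bp in the male libraries. Read length and the number of mapped reads in the FPKM therefore separate the libraries by sex, and a difference between a female and a male tissue cannot be told apart from a difference between these sets of libraries. With reads of 72 bp in the female and 50 bp in the male libraries and fragments of 200 bp, transcripts longer than 400 bp held from 80028 reads in FH library 1 to 629767 reads in MT. On such transcripts the sexes overlapped, with up to 575645 reads in a female library (FU library 2) and as few as 192857 in a male one (MBW library 2). The smallest level that such a depth can show, taken as 3 reads on a transcript of 1 kb, was between 0.607 FPKM in MBW library 1 and 3.08 FPKM in FBW library 2. This level covers counting error only. Tissues with 2 libraries were compared by limma on log2(FPKM + 1) over the 8773 genes with an FPKM of at least 1 in at least 2 of the 10 libraries, at a Benjamini-Hochberg adjusted p under 0.01. Comparisons with MI or MT were not tested. For these, the FPKM of each library and the number of genes at least 4-fold apart between pairs of libraries are given.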

The remaining ~16 % of reads are likely composed of *Wolbachia* transcripts and contaminants (dog and human). Of the mappable reads, approximately 87 % were uniquely mapped to the *D. immitis* genome, while the remaining ~12.3 % of reads (including ribosomal RNA) mapped to multiple locations within the genome. Importantly, *D. immitis* gene model coverage and FPKM (Fragments Per Kilobase of transcript per Million mapped reads) distribution did not vary significantly among the different tissues (Additional file 1: Figure S1A). 

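Of the 12857 gene models, 33.9% had an FPKM above 0 in FH library 1, the lowest share, and 75.5% in MT, the highest. Averaged over all gene models, the FPKM was 25.4 in FH, 37.7 in FI, 38.5 in FBW, 58.7 in MI, 61.8 in MT, 65.6 in FU and 69.7 in MBW. A large share of these averages came from 1 gene, g00999 (scaf00009, 63594 to 65699, transcript of 324 bp). It had the highest FPKM in all 12 libraries and held between 22.2% (FU library 2) and 73.4% (FBW library 1) of the summed FPKM. The 10 highest genes of a library held 66.8% to 93.9% of it. Without g00999, the mean FPKM was between 11.7 (FH) and 46.7 (MT). The upper quartile of the FPKM above 0 was lowest in MBW library 1, at 1.61 FPKM, and highest in FU library 2, at 26.5 FPKM. It was higher in library 2 than in library 1 of each of the 5 tissues with 2 libraries, by a factor of 1.93 in MBW to 2.72 in FU.

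**Figure D1:**
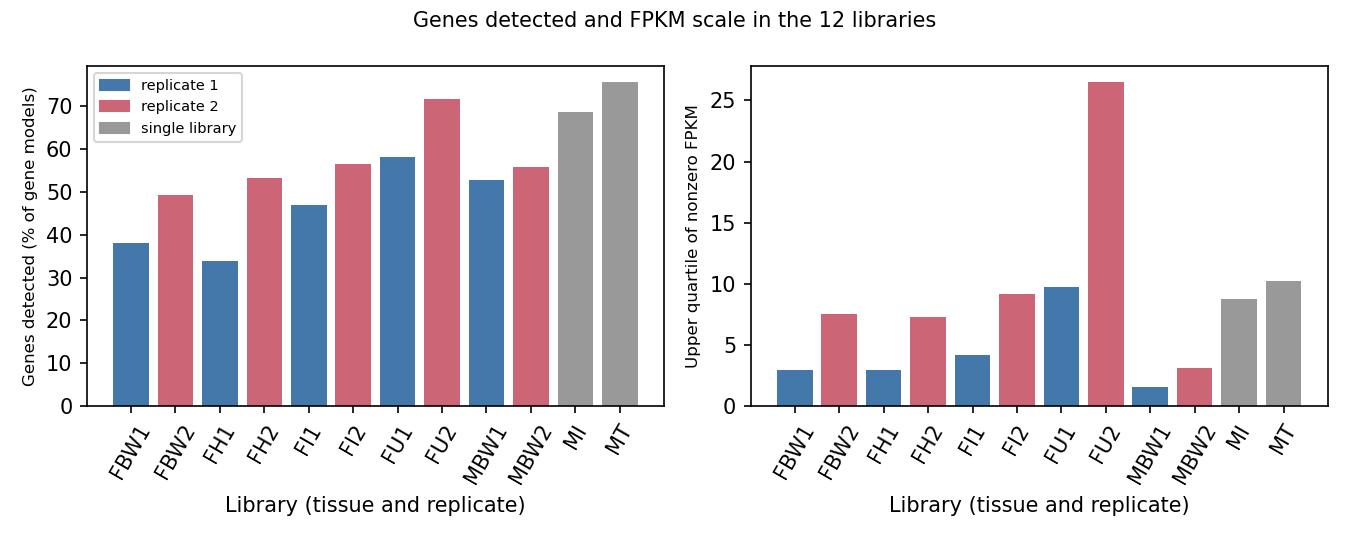
Percent of gene models with an FPKM above 0 (left panel) and the upper quartile of the FPKM above 0 (right panel) in each library, as bars coloured by replicate number. Library 2 stands above library 1 in all 5 tissues with 2 libraries, and the upper quartile runs from 1.61 to 26.5 FPKM.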

Close correlation was observed between biological replicates from the *D. immitis* tissues, except the uterus (Additional file 1: Figure S1B-F). 

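Between the 2 libraries of a tissue, R2 of log2(FPKM + 1) across the genes above 0 in at least 1 of them was 0.255 in FBW (7055 genes), 0.266 in FH (7259 genes), 0.415 in FI (7764 genes), 0.529 in FU (9450 genes) and 0.614 in MBW (8246 genes). These are correlations across genes, which are not independent replicates. For FPKM without a log, R2 was 0.992 in FBW, 0.990 in FH, 0.996 in FI, 0.970 in MBW and 0.730 in FU. FU was the lowest of the 5 on this scale, and FBW was the lowest on the log scale. With g00999 left out, R2 of FPKM without a log was 0.817 in FU and 0.591 in FBW. Among genes with an FPKM of at least 1 in both libraries, R2 on the log scale was 0.783 in FU (6315 genes) and between 0.722 (FH) and 0.852 (MBW) in the other tissues. The number of genes at least 4-fold apart between the libraries of a tissue was highest in FU, at 2371, of which 2253 were higher in library 2. The other tissues had 499 (MBW) to 1843 (FH). After each library was scaled to a common upper quartile FU had the lowest number of the 5, 563, and the others 765 (MBW) to 1349 (FH). From the lower R2 of the uterus the paper reasons that its samples varied most, and it proposes the infection age of the worms as the reason.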

Interestingly, the uterus displayed the highest transcriptional variability between biological replicates (R^2^ = 0.73), possibly due to the different infection ages of the worms in each sample (one sample was 1 year at harvest, the other sample was 4 years old at harvest).

**Table 1:** Overview of *D. immitis* tissues analyzed in current study

Sample	Total reads (millions)	High quality million mapped reads	High quality million mapped reads (combined)	Average coverage (FPKM)/transcript	% of all predicted *D. immitis* transcripts detected	Number of *D. immitis* proteins detected		
FBW	1.8	1.5	2.6	37.5	55	1800		2408
						1912		
	1.3	1.1						
						1324		
FU	1.9	1.6	3.8	66.8	74	3341		
	2.5	2.2						
FH	1.5	1.3	2.6	25.4	56	1100		
	1.5	1.3						
FI	1.8	1.5	3.3	38.2	60	202		
	2.1	1.8						
MBW	7.4	5.1	8.5	70.1	64	-		
	5.1	3.4						
MI	7.6	4.5	4.5	58.7	69	-		
MT	7.4	4.7	4.7	61.8	76	-		
MS	-	-	-	-	-	35		
MH	-	-	-	-	-	1183		

*D. immitis* tissues (*FBW* female body wall, *FU* female uterus, *FH* female head, *FI*female intestine, *MBW* male body wall, *MI* male intestine, *MT* male testis, *MS* male spicule, *MH* male head) analyzed by RNA-seq and/or MS-based proteomics. Values from each biological replicate (tissue samples from different worms) analyzed by each method are presented. Technical replicates were pooled prior to further analysis. Total number of unique proteins identified are presented for each tissue (bracketed for FBW biological replicates)

Reads from the *D. immitis* tissues were also mapped to the *Wolbachia* endosymbiont (*w*Di) genome (Table 2). As anticipated, significantly fewer reads mapped to *w*Di genes (Table 2) than to *D. immitis* genes (Table 1) in each tissue: on average ~9 % of sequenced reads (ranging from 0.004 to 25 % depending on the tissue) mapped to *Wolbachia*. A relatively high number of *w*Di transcripts (~90 %) were detected by sequencing total RNA from *D. immitis* hypodermal tissues (female head, female body wall and male body wall), fewer transcripts were detected in the *D. immitis* uterus (~70 % of transcripts) and as expected very few *Wolbachia* transcripts were detected in the intestine and testis samples (≤10 %) (Table 2).

**Table 2:** *Wolbachia* Transcriptome and Proteome Coverage in *D. immitis* Tissues

Sample	*w*Di mapped reads	*w*Di mapped bases (millions)	Average coverage (FPKM)/transcript	% of all predicted *w*Di transcripts detected^a^	Number of *w*Di proteins detected		
FBW	304,004	21.9	229.5	90	134		161
					92		
	443,364	31.9					
					59		
FU	15,109	1.1	922.0	69	33		
	82,897	6.0					
FH	308,412	22.2	216.3	86	34		
	202,058	14.5					
FI	1152	0.08	1627.3	7.1	0		
MBW	440,851	22.0	621.5	97	-		
	337,307	16.9					
MI	1111	0.05	1536.2	10	-		
MT	264	0.01	1367.9	8.3	-		
MS	-	-	-	-	0		
MH	-	-	-	-	62		

^a^ Based on number of transcripts expressed (FPKM >0) per life cycle stage. Values from each biological replicate (tissue samples from different worms) analyzed by each method are presented. Values from each biological replicate (tissue samples from different worms) analyzed by each method are presented. Technical replicates were pooled prior to further analysis. Total number of unique proteins identified are presented for each tissue (bracketed for FBW biological replicates)

Inclusion of recently published whole-worm adult male (AM) and adult female (AF) transcriptomes [16] in the cluster analysis of the *D. immitis* tissue transcriptomes revealed the adult worm transcriptional profiles were most similar to their respective sex organs (testis or uterus) (Fig. 1a). Unlike the *D. immitis* AM and AF transcriptomes, which are dominated by the testis or uterus gene expression profiles, the AM and AF *Wolbachia* transcriptomes were most similar to the body wall and head tissue (which includes body wall) transcriptomes (Fig. 1b).

**Fig. 1:**
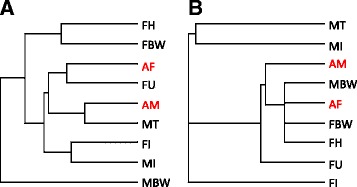
Global comparison of *D.immitis* tissue transcriptomes. Hierarchical clustering reveals similarities between the transcriptional profiles of *D. immitis* (**a**) and *w*Di (**b**) from different tissues (*FH* female head, *FBW* female body wall, *FU* female uterus, *MT* male testis, *FI* female intestine, *MI* male intestine, *MBW* male body wall) and whole adult worms (*AF* adult female, *AM* adult male, from [16], shown in *red*)

### Tissue-associated expression

To identify groups of genes preferentially transcribed in specific tissues, hierarchical clustering was performed using the FPKM values of all *D. immitis* protein-coding genes expressed (Additional file 2: Dataset S1) in the seven tissues examined by RNA-seq. The resulting heatmap indicates sets of genes expressed predominantly within a tissue or groups of tissues (MI/FI, FU/MT) (Fig. 2). These tissue-associated gene sets were then classified using GO terms which relate genes to biological function. 

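A gene was counted as associated with a tissue when that tissue held at least 0.5 of its FPKM summed over the 7 tissues, and with a pair of tissues when the pair held at least 0.6 and neither tissue 0.5. Of the 10911 genes with a mean FPKM of at least 1 in at least 1 tissue, 6884 (63.1%) fell into 1 of 9 such sets. The MI/FI set held 350 genes, MI alone 516 and FI alone 216. The FBW set held 178 genes, the MBW set 145, and the FH set was the smallest, with 1.24% of the expressed genes. After each library was scaled to a common upper quartile, the MBW set grew to 534 genes, the largest relative change among the 9 sets. Clustering of the tissue means by uncentered correlation of FPKM with centroid linkage joined FBW with FH first (correlation 0.997), then FI with both (0.997), and joined MI with MT (0.986). On log2(FPKM + 1), FI joined MI first (0.884), FBW joined FH next (0.848) and FU joined MT at 0.777. From the heatmap the paper proposes that sets of genes are expressed mainly in a tissue or in the MI/FI and FU/MT groups.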

GO enrichment analysis revealed that transcription of genes associated with carbohydrate (glycogen) processes and collagen formation (peptide-crosslinking) was functionally enriched in the FBW-associated gene set (Additional file 3: Table S1, Fig. 3). Although the FH and FBW samples display similar transcriptional patterns (Fig. 2), no functional enrichment was observed for the small subset of uniquely FH-associated transcripts. 

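Across the 11640 genes detected, the uncentered correlation of log2(FPKM + 1) between FH and FBW was 0.848, and it was 0.746 between FH and MBW, 0.712 between FH and FI and 0.682 between FH and FU. Spearman's rho, across the same genes, was 0.689 for FH and FBW, against 0.575, 0.527 and 0.442 for the other 3 pairs. Between the tissues limma found 2 genes at an adjusted p under 0.01, both higher in FBW, and 147 at an unadjusted p under 0.05. Both were short gene models. The gene g12233 (scaf07861, 555 to 677, transcript of 123 bp) had 244 ± 49.4 FPKM in FBW (SD, n = 2) and 0 in both FH libraries, with the authors' 95% confidence bounds at 0 to 627 and 0 to 837 FPKM in the FBW libraries. The gene g11427 (scaf03845, 618 to 1139, transcript of 228 bp) had 42.9 ± 3.55 FPKM in FBW (SD, n = 2) and 0 in both FH libraries, with bounds at 0 to 97.9 and 0 to 97.6 FPKM. On simulated data the test called up to 9 genes in a comparison with no change, more than the 2 found here. The 9 is the most over all simulated comparisons without FU, and the simulated libraries had no shift in scale between library 2 and library 1. The FH-associated set held 1.24% of the genes expressed. With shares of 0.6 and 0.7 in place of 0.5 and 0.6 it held 77 genes.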

Interestingly, neurotransmitter activity and carbon utilization (one-carbon metabolic processes and carbonate dehydratase activity) were enriched among transcripts associated with the MBW (Additional file 3: Table S1, Fig. 3). Perhaps unsurprisingly, functions such as transport and receptor activity were enriched among transcripts associated with the nematode intestine (MI/FI-associated), as were a number of functions seemingly unrelated to common intestinal functions (catecholamine metabolic processes, cytoskeletal/actin binding and turning behavior involved in mating) (Additional file 3: Table S1, Fig. 3). 

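By the share of summed FPKM, the FU/MT set held 1445 genes (13.2% of the 10911 expressed), FU alone 2455 and MT alone 1444. These 3 sets together held 5344 genes (49.0%), more than the other 6 sets together. The shared set was smaller than the set of FU alone and differed by a single gene from the set of MT alone. With library 1 of each tissue alone FU/MT was above FU, with 1691 genes in the shared set and 1277 in the set of FU alone, while the set of MT alone held 2093, more than either. Under the same upper-quartile scaling the FU/MT set fell to 521 genes, against 886 for FU alone and 1330 for MT alone, and the 3 sets together to 2737, which was still the larger part of the genes in any set.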

The largest gene cluster was expressed predominantly in the sex organs of both males and females (FU/MT-associated). Within this cluster, GO analysis revealed enrichment of genes involved in the cell cycle/mitosis, DNA repair/replication, RNA processing, gene expression and germ-line sex-determination (Additional file 3: Table S1, Fig. 3). Additionally, an unshared cluster of genes was also specifically associated with each sex organ (MT or FU). 

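The set of genes associated with FU alone held 2455 genes, with a median transcript length of 936 bp, and the set of MT alone held 1444, with a median of 604 bp. With library 2 of each tissue alone the FU set held 3203 genes, and with library 1 alone 1277. The corresponding MT sets held 1309 and 2093 genes, with the same MT library in both.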

GO enrichment of these gene sets uncovered additional functions uniquely associated with the uterus (regulation of metabolic processes, DNA binding and protein methyltransferase activity) and testis (phosphorylation/dephosphorylation, trehalose metabolic processes, striated muscle contraction and pseudopodium) (Additional file 3: Table S1, Fig. 3). Many of the GO terms enriched within the *D. immitis* uterus and testis were previously identified as functions enriched in the ovary and testis of *A. suum* [17].

**Fig. 2:**
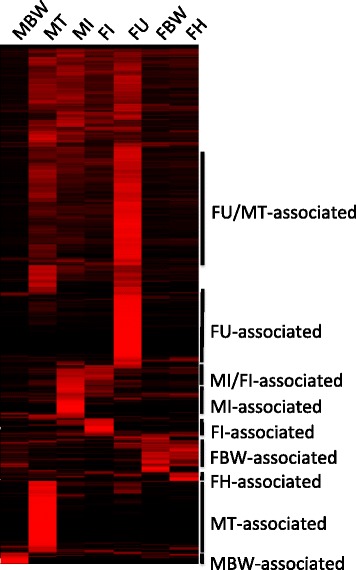
Comparison of *D. immitis* gene expression profiles between *D. immitis* tissues. Data from biological replicates were combined prior to clustering. The color scale ranges from *black* (no expression) to *red* (very high expression). Since Additional file 2: Dataset S1 lists all currently annotated *D. immitis* protein coding genes, only genes expressed in at least one tissue are shown (*n* = 11,640). Each gene is represented by a single row of *boxes*. Tissue-specific clusters used for tissue-specific functional analysis are indicated (*black bars*)

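An FPKM above 0 in at least 1 of the 12 libraries of the 7 tissues was found for 11640 of 12857 gene models (90.5%). In at least 1 library 11190 genes reached an FPKM of 1, and 2144 were above 0 in all 12. Male libraries alone detected 1198 genes. Any FPKM above 0 can rest on a single read, which on a transcript of 1 kb amounts to 0.202 to 0.297 FPKM in the male and 0.537 to 1.03 FPKM in the female libraries.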

**Fig. 3:**
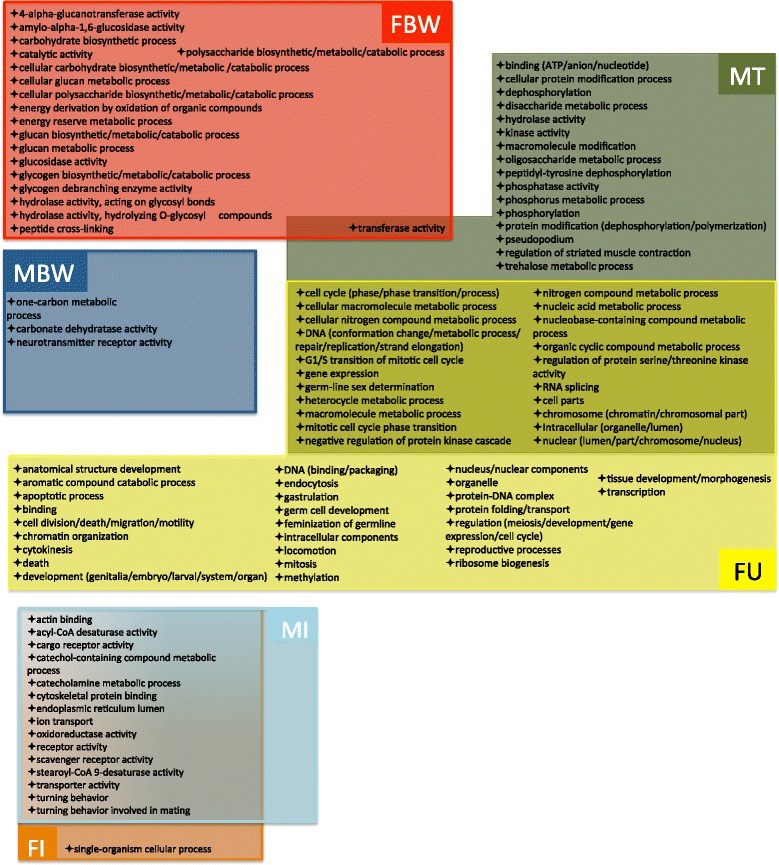
GO terms significantly enriched in *D. immitis* tissues. Overlapping *colored boxes* represent GO terms enriched in both tissues. Due to the large number of GO terms enriched within the uterus sample, many GO terms were grouped together under general terms. The complete list of tissue-enriched GO terms is available in Additional file 3: Table S1

Many of the previously predicted enriched functions within adult worm transcriptomes [16] appear to arise from enriched functions in specific tissues, especially the testis. Indeed, 35 out of 74 GO terms previously identified as enriched within either *D. immitis* adult males or females were enriched within a specific tissue (Additional file 4: Table S2). Thirty GO terms enriched among male testis transcripts were also significantly enriched in the whole-worm AM transcripts [16], further suggesting the AM transcriptome is strongly influenced by the testis transcripts (Additional file 4: Table S2). Furthermore, the enrichment was typically more significant in the testis tissue than whole-worm adult male transcriptome (Additional file 5: Figure S2). Many of these GO terms (MT and AM-associated) were also enriched within the female uterus sample (Additional file 4: Table S2), however, out of the 15 GO terms enriched in the *D. immitis* whole-worm adult female transcriptome none were shared with the *D. immitis* uterus transcriptome.

As expected, more *w*Di transcripts were detected in nematode tissues known to contain *Wolbachia* (FBW, FH which includes body wall tissue, FU and MBW, Table 2). Nonetheless, transcripts of *w*Di genes were identified in every tissue transcriptome, including the testis and intestine samples. However, due to the especially low abundance of *w*Di transcripts in the FI samples, mapped reads for the two FI biological replicates were merged prior to transcript assembly (Cufflinks) and differential expression testing (Cuffdiff). Interestingly, much lower *Wolbachia* transcript coverage was observed in the *D. immitis* female uterus than the female body wall (69 vs. 90 %, Table 2) and may be due to lower *Wolbachia* numbers per cell in the uterus tissue, high levels of nematode transcription (associated with rapid cell division) in uterus tissue (Table 1) or *Wolbachia* within the body wall tissue may be more transcriptionally active than *Wolbachia* within the uterus tissue.

Hierarchical clustering of *Wolbachia* transcriptomic data from *D. immitis* tissues also revealed clusters of *Wolbachia* genes preferentially transcribed in certain tissues (described in further detail below) (Additional file 6: Figure S3, Additional file 7: Table S3), however, no significant GO term enrichment was observed within any of these tissue-associated gene clusters.

### Gender differences

#### *D. immitis* body wall

Through its involvement in protein secretion as well as host immune evasion, the body wall and cuticle of a filarial nematode comprise the critical interface of the parasite-host interaction. Only 113 transcripts were differentially expressed between the male and female body wall (Additional file 8: Table S4). 

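Between FBW and MBW, limma found 44 of 8773 genes at an adjusted p under 0.01, 39 higher in MBW and 5 higher in FBW. Scaling each library to a common upper quartile gave 123 genes. Of the 44 genes, 29 have a locus under 300 bp, and a separate fit over the 8388 genes with a longer locus gave 10. The median transcript length of the 44 genes was 181 bp. The largest changes toward MBW were g00235 (scaf00002, 556618 to 557144, transcript of 204 bp), at 51892 and 77400.4 FPKM in MBW and 0 in both FBW libraries (log2 fold change 15.95, standard error 1.80, adjusted p = 0.00192), and g05930 (scaf00185, 41731 to 42733, 294 bp, annotated as a sodium potassium-transporting ATPase alpha-3 chain), at 45750.3 and 29748 FPKM against 0 (log2 fold change 15.17, standard error 0.86, adjusted p = 4.23e-05). Both were also high in MI and MT, at 77497 and 109201 FPKM for g00235 and 19030 and 16655 FPKM for g05930. Among the female libraries g00235 reached at most 59.5 FPKM (FH library 1), and g05930 was at 0 in all. These 2 changes therefore go with the male library set and are not particular to the body wall. The largest changes toward FBW were g12233 (scaf07861, 555 to 677, 123 bp), at 209 and 279 FPKM against 0 (log2 fold change 7.92, standard error 0.64, adjusted p = 0.000359), and g12760 (scaf13576, 48 to 212, 165 bp), at 52.8 and 141 FPKM against 0 (log2 fold change 6.45, standard error 0.87, adjusted p = 0.00578). In the FBW libraries the authors' confidence bounds were 0 to 627 and 0 to 837 FPKM for g12233. For g12760 they were 0 to 158 and 0 to 340 FPKM. All of these bounds include 0, so that neither FBW level is well determined. Of the 110 single genes in the paper's list, all 110 differed in the listed direction, 102 with every library of one tissue above every library of the other, and 14 passed the limma threshold. The list was made from these same libraries, so that the agreement in direction is no independent support. Per pair of libraries, 879 to 1883 genes were at least 4-fold apart, a range that includes the 1544 genes that far apart between the FBW libraries themselves. Between the MBW libraries the number was 499.

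**Figure D2:**
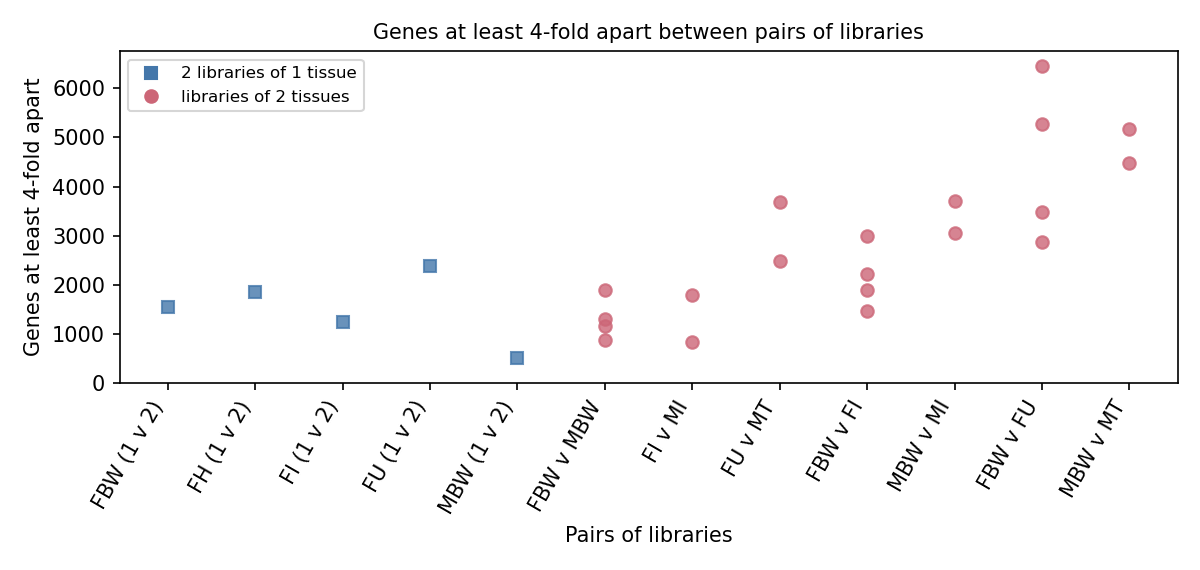
Number of genes at least 4-fold apart (FPKM + 1) in each pair of libraries, with squares for the 2 libraries of a tissue and circles for libraries of 2 tissues. The FBW v MBW and FI v MI pairs lie in the range of the pairs within a tissue (499 to 2371 genes), and the pairs of body wall with FU or MT reach 6453 genes.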

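Among 9 transcripts that could be paired with these names, all 9 were higher in both MBW libraries than in both FBW libraries, and 4 passed the limma threshold. The paper chose the names from these same libraries. Transcripts of 3 major sperm proteins, g08314, g08315 and g08316, which lie side by side on scaf00542 between 9579 and 13248, had 24.8 ± 13.5, 27.8 ± 3.88 and 17.4 ± 9.70 FPKM in MBW (SD, n = 2) and 0 in both FBW libraries (log2 fold change 4.84, standard error 0.50, adjusted p = 0.00116 for g08315). In MT the same 3 transcripts had 1717, 1132 and 547 FPKM. An msp-domain protein, g03249, had 5.48 ± 1.47 FPKM in MBW and 0 in both FBW libraries (adjusted p = 0.218). A matrix metalloproteinase-like transcript, g03064 (scaf00043, 197878 to 202863), had 11.0 ± 5.32 FPKM in MBW (SD, n = 2) and 0 in FBW (log2 fold change 3.51, standard error 0.46, adjusted p = 0.00503). The transcripts that FBW also expressed did not pass the threshold. The collagen g12552 had 194 and 225 FPKM in the MBW libraries and 0 and 102 FPKM in the FBW libraries. A second collagen, g10240, had 55.5 and 54.2 against 13.3 and 43.1 FPKM, the zinc finger-like g09989 12.9 and 12.4 against 8.09 and 8.39 FPKM, and egl-9 (g04160) 9.24 and 13.0 against 7.23 and 6.03 FPKM. For egl-9 the log2 fold change was 0.66, below its standard error of 1.00. The paper proposes that testis ruptured during dissection brought in the major sperm protein transcripts.

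**Figure D3:**
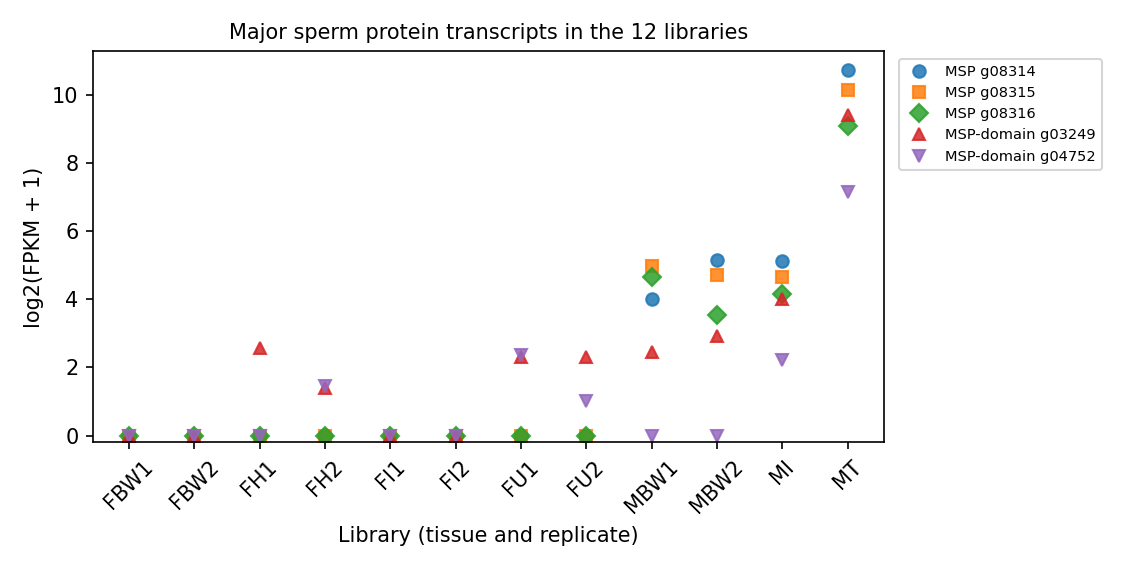
log2(FPKM + 1) of 5 transcripts annotated as major sperm proteins or with an MSP domain, per library. All 5 are highest in MT, at 142 to 1717 FPKM, and g08314, g08315 and g08316 are above 0 in the 4 male libraries alone.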

Approximately 50 % (*n* = 59) of these genes were upregulated in the MBW and include transcripts for major sperm proteins (potentially caused by contaminating transcripts from ruptured testis during dissection), cuticular collagens, an RNA helicase, a matrix metalloproteinase-like protein, a zinc finger-like protein and *egl-9*, a dioxygenase necessary for normal muscle function in *C. elegans* [28].

Transcripts for a number of proteins involved in muscle function, including myosin, actin binding proteins such as kettin or *ketn-1*, titin family member *ttn-1*, troponin t, ph domain-containing protein 4, lim domain and actin-binding protein 1 and the alpha-actinin homologue *atn-1* were among the remaining 54 genes upregulated in FBW. 

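The kettin transcripts g00722 and g00721 (scaf00006, 287052 to 335024 and scaf00006, 283516 to 286955) had 34.0 ± 18.8 and 47.5 ± 38.7 FPKM in FBW (SD, n = 2) and 1.65 ± 0.424 and 3.98 ± 0.527 FPKM in MBW. The adjacent ttn-1 transcript g00720 had 20.2 ± 5.66 FPKM in FBW and 0.958 ± 0.879 FPKM in MBW (log2 fold change 3.49, standard error 0.92, adjusted p = 0.294), and atn-1 (g02985) had 17.2 ± 16.2 against 1.26 ± 0.711 FPKM. For these 4 transcripts each FBW library was above each MBW library, by 1.30 or more on the log2 scale. None passed the adjusted p threshold of 0.01. Over the gene names given for FBW, the paired IDs cover 12 transcripts with log2 fold changes of 2.42 to 4.67, all higher in FBW with and without upper-quartile scaling, and 0 passed the threshold. After upper-quartile scaling 2 passed. The names for FBW were also chosen from these same libraries, so that their shared direction is no independent support. The ratio between the FBW libraries was largest for atn-1, with 5.79 and 28.6 FPKM.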

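The unc-22 transcript (g02834, scaf00038, 165514 to 203035) had 34.2 and 71.6 FPKM in the FBW libraries and 0.643 and 1.41 FPKM in the MBW libraries (log2 fold change 4.67, standard error 1.00, adjusted p = 0.109). The annotation places unc-89 on 4 gene models. Their log2 fold changes were 3.62 for g07737, 3.74 for g06547, 3.54 for g00717 and 2.58 for g07736, with adjusted p from 0.258 to 0.925. After upper-quartile scaling unc-22 (adjusted p = 0.00246) and unc-89 g06547 (0.00969) passed 0.01. With a replicate block, run for these genes after the data were seen, neither did (0.0170 and 0.0320). With both together, also run after the data were seen, unc-22 passed (0.00677) and unc-89 g06547 did not (0.0191). In each of the 5 gene models both FBW libraries were above both MBW libraries, and the smallest difference between any pair was 2.01 on the log2 scale. Their MBW levels, from 0.212 to 2.88 FPKM, rest on an estimated 2.26 (g07737) to 170.0 reads (g06547) per library.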

Additionally, *unc-89* and *unc-22* (also known as twitchin), located in muscle A-bands of striated muscle and required for normal muscle function in *C. elegans* [29, 30], were upregulated in the *D. immitis* FBW. Other transcripts upregulated in the FBW compared to MBW include those for filarial antigen, a NAALADase ii peptidase protein, as well as LDL and HDL binding proteins. 

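Both gene models annotated as him-4 were higher in FBW. The transcript g08706 (scaf00640, 11294 to 22989) had 4.20 and 9.42 FPKM in the FBW libraries and 0 and 0.583 FPKM in the MBW libraries (log2 fold change 2.55, standard error 0.83, adjusted p = 0.662), and g07987 (scaf00471, 19382 to 32950) had 6.02 and 11.3 against 0.527 and 0.980 FPKM (log2 fold change 2.42, standard error 0.71, adjusted p = 0.459). The deb-1 transcript g07131 had 11.3 and 24.4 against 1.26 and 2.50 FPKM.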

Additionally, the *him-4* (high incidence of males) transcript that encodes a hemicentin was upregulated in the *D. immitis* FBW. Hemicentin is an evolutionarily conserved extracellular matrix protein secreted by skeletal muscle and the gonad that is involved in cell adhesion, migration and tissue attachment to the epidermis [31, 32].

#### *Wolbachia* expression differences in the body wall of *D. immitis*

Only 33 *Wolbachia* transcripts were differentially expressed between the female and male body wall samples (Additional file 9: Table S5). However, all of these transcripts were upregulated in the MBW. Among these transcripts were five hypothetical proteins, as well as *w*Di genes involved in heme biosynthesis (*hemB*), purine biosynthesis (*purS*) and the type IV secretion system (T4SS) (*VirB6*). In agreement with the differential gene expression results (Additional file 9: Table S5), hierarchical clustering revealed MBW-associated *w*Di genes were involved in purine, heme and folate metabolism as well as secretion (Sec translocase) (Additional file 6: Figure S3, Additional file 7: Table S3). Although all genes in these biosynthetic and transport pathways were not upregulated in the male body wall, these results may suggest important biological differences in the *Wolbachia* symbiosis in males (which only contain *Wolbachia* in the lateral cords) and females (which contain *Wolbachia* in the ovaries and developing embryos as well as the lateral cords).

Although no *Wolbachia* genes were significantly upregulated in the *D. immitis* female body wall compared to the male body wall, hierarchical clustering of *w*Di expression data revealed four hypothetical proteins, one gene involved in isoprene biosynthesis and a gene involved in gluconeogenesis were present among the 9 FBW-associated *Wolbachia* genes (Additional file 6: Figure S3, Additional file 7: Table S3).

#### *D. immitis* intestine

More gender-associated differences were observed when comparing the *D. immitis* intestinal transcriptomes (*n* = 337) than the body wall transcriptomes (*n* = 113) (Additional file 8: Table S4). 

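Between FI and MI, 835 genes (with FI library 2) and 1791 genes (with FI library 1) were at least 4-fold apart, a median of 1313. Between FBW and MBW the number was 879 to 1883 over 4 pairs of libraries, a median of 1235.5. The ranges overlap on the FPKM as deposited, and MI has a single library. After upper-quartile scaling they did not overlap, with 658 to 1125 for FI v MI (median 891.5) and 1142 to 1733 for FBW v MBW (median 1383), each body wall pair above each intestine pair. In every pair, 570 genes were at least 4-fold apart in the same direction between FI and MI (2 pairs), 544 of them higher in MI. Between FBW and MBW (4 pairs) there were 209. Of the 337 genes in the paper's FI v MI list, all those listed as higher in MI had a higher log2(FPKM + 1) in MI than the mean of FI in the deposited FPKM. That list was made from these same libraries. Of the 202 listed as higher in FI, 113 had a higher mean log2(FPKM + 1) in FI, and 110 had 0 FPKM in 1 of the FI libraries. By the mean of the FPKM, 39 were not higher in FI. The paper states that more differences by gender were observed in intestine than in body wall.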

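The eat-18 transcript (g07242, scaf00336, 6954 to 10206) had 0 and 15.6 FPKM in the FI libraries and 13.0 FPKM in MI (the authors' 95% confidence bounds 8.94 to 17.1). The upper FI value has bounds of 7.81 to 23.4, which include the MI value. For nhr-49 (g04775, scaf00103, 133224 to 141432) the FPKM were 0 and 4.74 in FI and 0 in MI, where 3 reads on a transcript of 1 kb give 1.94 FPKM in FI library 2 and 0.634 FPKM in MI. For nhr-31 (g03563, scaf00056, 164825 to 171368) they were 6.37 and 17.5 in FI and 6.72 in MI. In all 3, FI library 2 was above MI and FI library 1 was at or below it.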

Among the FI upregulated transcripts were *eat-18*, *nhr-49* and *nhr-31*. Originally identified as a feeding-defective mutation in *C. elegans* [33], *eat-18* is required for nicotinic excitation of the pharyngeal MC neuron and thus, rapid pharyngeal pumping [34]. Of the two nuclear hormone receptors, *nhr-49* appears to function as a key regulator of nutrient response and fat metabolism by influencing the expression of other metabolism related genes in *C. elegans* [35, 36]. Transcription factor activity of the other nuclear hormone receptor upregulated in FI, *nhr-31*, is required for proper growth, development, and function of the excretory cell in *C. elegans* [37].

Notable among the transcripts upregulated in male intestine (compared to female intestine) were transcripts for a tubby protein homolog and *lam-3*. 

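The tubby protein homolog (g07763, scaf00421, 37929 to 42021) had 131 FPKM in MI (the authors' 95% confidence bounds 116 to 145) and 2.79 and 7.25 FPKM in the FI libraries, a log2 fold change of 4.56 that was 3.99 against the nearer FI library. Its MI value rests on about 337 reads and its FI values on about 2.04 and 6.12.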

First identified in mice [38], when mutated, tubby proteins cause delayed onset obesity. Later studies in *C. elegans* confirmed the role of tubby proteins in fat and carbohydrate metabolism [39]. Required for normal tissue development (including pharyngeal development), laminins, including *lam-3* are expressed in the pharynx and hypodermis, and also weakly in the intestine of *C. elegans* [40]. Additionally, a number of potential transcription factors including zinc finger proteins, kruppel like factor, ef hand containing proteins and calmodulin-dependent calcium sensors were upregulated in the male compared to female intestine.

#### *Wolbachia* expression in *D. immitis* intestine

Not surprisingly, very few *Wolbachia* genes were transcribed in the intestine of either *D. immitis* sex (*n* = 62 transcripts in the female intestine, *n* = 91 in the male intestine) (Table 2). Interestingly, however, of those *Wolbachia* transcripts detected in the intestine samples, expression levels (FPKM values) were relatively high compared to the other tissues tested (Additional file 6: Figure S3).

Only 15 *w*Di transcripts were expressed in both intestinal tissues, including four hypothetical proteins. Interestingly, in support of previous *Wolbachia* transcriptomic data from the cattle parasite *Onchocerca ochengi* that suggests *Wolbachia* may provide energy (ATP) to its host in certain tissues [41], transcripts for a number of *w*Di proteins/enzymes involved in energy production (including cytochrome C, ATP synthase β chain and isocitrate dehydrogenase) were detected in both male and female *D. immitis* intestine. Hierarchical clustering of the *Wolbachia* gene expression data from the *D. immitis* tissues (Additional file 6: Figure S3) revealed a number of *w*Di proteases among the 42 genes preferentially transcribed in the FI, as well as a phosphate transporter and a heme exporter (CcmB) (Additional file 7: Table S3). Prominent among the MI-associated *Wolbachia* transcripts were genes involved in secretion (T4SS, Sec and Tat translocase components), as well as genes involved in isoprene, riboflavin and peptidoglycan biosynthesis (Additional file 7: Table S3). Exactly how these transcripts were detected in a tissue shown to be completely devoid of *Wolbachia* [5] remains unclear; however, it is possible these *Wolbachia* transcripts were exported from other nematode tissues. Notably, no *Wolbachia* peptides were detected by mass spectrometry in the *D. immitis* female intestine (see below).

#### *D. immitis* reproductive tissues

The reproductive tissues, i.e.*,* testis and uterus, are a significant source of excretory-secretory products of filarial nematodes [42], known to elicit a significant immune response in filarial nematode infected animals: serum from *Acanthocheilonema viteae*-infected rodents strongly reacts with both male and female reproductive tissues [43]. Previous cluster analysis of four nematode proteomes (*B. malayi*, *C. elegans*, *Trichinella spiralis* and *A. suum*) with the predicted *D. immitis* nuclear proteome (version 1.3) identified 850 conserved proteins uniquely shared by *D. immitis* and *B. malayi*, but lacking in the three other nematode species [14]. Previous BLASTP analysis with the improved version 2.2 *D. immitis* proteome removed redundancies and yielded 834 predicted proteins which may represent common filarial nematode targets shared between *D. immitis* and *B. malayi* [16]. Assessment of tissue-specific transcription of these 834 gene products is listed in Additional file 8: Table S4. Many of these 834 genes (*n* = 523) displayed tissue-associated transcriptional patterns. Of these 523 *D. immitis* genes with tissue-associated transcriptional patterns, over 80 % (*n* = 421) were associated with a reproductive tissue (FU, MT or FU/MT) of *D. immitis.* Over 200 of these transcripts expressed in the FU were confirmed by proteomics (see below). It is clear the reproductive tissues express transcripts and secrete proteins that may serve to target filarial nematode reproduction in a transmission blocking approach to disease control. 

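Between FU and MT, 2480 genes (with FU library 1) and 3691 genes (with FU library 2) were at least 4-fold apart, against 835 to 1791 between FI and MI and 879 to 1883 between FBW and MBW. Each FU v MT pair of libraries was above each pair of the other 2 comparisons. By the same measure the FU libraries were 2371 genes apart from each other, and 563 after scaling to a common upper quartile. With that scaling, the FU v MT pairs had 1811 to 1952 genes, FBW v MBW 1142 to 1733 and FI v MI 658 to 1125. The paper states that this comparison gave the most differing genes of the 3 by gender.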

Perhaps unsurprisingly, the pairwise comparison of the uterus and testis sample produced the largest number (*n* = 2998, Additional file 9: Table S5) of differentially expressed genes compared to any other tissue comparison by gender (FBW v. MBW or FI v. MI).

##### Genes upregulated in the *D. immitis* uterus

Of the nearly 3000 transcripts differentially expressed between the *D. immitis* uterus and testis tissues, 2300 are upregulated in the uterus. 

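In the median over both pairs of libraries, 1568.5 genes were at least 4-fold higher in FU and 1517 in MT. Higher by that factor in each FU library were 550 genes, and 1119 were higher in MT than in both FU libraries. After scaling to a common upper quartile the medians were 622.5 in FU and 1259 in MT. Of the 1935 single genes read from the paper's list, all of them listed as higher in FU, 1874 (96.8%) had a higher mean log2(FPKM + 1) in FU, 1589 with both FU libraries above MT, and 1835 after upper-quartile scaling. The paper selected these genes from the same libraries, so that the agreement is no independent support. By the mean of the FPKM, all 1935 were higher in FU.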

A number of notable transcripts were expressed in the uterus tissue, but not expressed at all in the male testis. These include the follicle stimulating hormone receptor, *nhr-23*, *unc-7*, *unc-9*, *unc-62*, *odr-3*, a zona pellucida-like domain containing protein, GABA and dopamine transporters, riboflavin kinase and phosphomevalonate kinase. 

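Of the transcripts that could be paired with these names, all had 0 FPKM in MT, where 3 reads on a transcript of 1 kb give 0.632 FPKM. The follicle stimulating hormone receptor (g01254) had 6.96 and 19.9 FPKM in the FU libraries, nhr-23 (g01984) 6.25 and 11.0, unc-7 (g02596) 2.12 and 20.3, the zona pellucida-like domain protein (g06127) 7.81 and 8.32, the dopamine transporter (g07305) 3.80 and 5.45 and riboflavin kinase (g09974) 3.47 and 14.3 FPKM. The annotation gives unc-62 to 3 gene models on separate scaffolds, with 253 and 1566 FPKM (g10938), 49.8 and 581 FPKM (g12169) and 36.0 and 167 FPKM (g11638). In FU library 1, unc-9 (g11636), odr-3 (g04639) and phosphomevalonate kinase (g10170) had 0 FPKM, and in FU library 2 they had 26.7, 3.48 and 5.98 FPKM. In the whole set of genes, 303 had 0 FPKM in MT and at least 1 FPKM in both FU libraries.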

A member of the nuclear hormone receptor family of transcription factors [44], *nhr-23* (through the regulation of collagen and hedgehog related genes [45]) has been shown to be critical to all four larval molts in *C. elegans* [46] and may therefore represent a transcript that is highly expressed in the intrauterine microfilariae of *D. immitis* in preparation for future molts. The three uncoordinated (unc) proteins expressed in the uterus but not expressed in the testis (*unc-7*, *-9* and *-62*) are all implicated in female reproductive development in *C. elegans*: *unc-7* and *unc-9*, both gap junction forming innexins, are required for normal egg laying [47, 48] and *unc-62* is necessary not only for vulval morphogenesis but also posterior embryonic morphogenesis [49]. Curiously, another gene expressed in the *D. immitis* uterus tissue but not in the testis was *odr-3*, which encodes for a G-protein subunit typically expressed in neurons and required for normal chemotaxis in *C. elegans* [50].

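The doublesex- and mab-3-related transcript g08811 (scaf00668, 3304 to 5232) had 25.2 and 94.9 FPKM in the FU libraries and 0.177 FPKM in MT, below the 0.632 FPKM that 3 reads on a transcript of 1 kb give there. Chitin synthase (g01228) had 1.84 and 6.78 against 0.246 FPKM, placental protein 11 (g07845) 0.775 and 14.0 against 0.455, cannabinoid receptor 1 (g04282) 1.98 and 6.72 against 0.876, nab-1 (g04573) 2.81 and 15.8 against 2.07 and the unc-112 related transcript (g00759) 4.70 and 18.1 against 2.60 FPKM. Of the nuclear hormone receptors, nhr-7a (g02618) had 10.0 and 40.8 FPKM in FU and 1.17 in MT, and nhr-91 (g01542) had 3.86 and 18.2 in FU and 0.325 in MT. For nhr-14 (g03974) FU library 1 had 0 FPKM, FU library 2 3.48 and MT 0.953, so that its log2 fold change of 0.12 was within the spread of the FU libraries and turned to -0.22 after upper-quartile scaling.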

Among transcripts expressed in both the uterus and testis, but upregulated in the female reproductive tract were transcripts for doublesex, *mab-3*-related transcription factor 1, transcription factor bigmax, apoptosis regulatory protein, placental protein 11, DNA damage-binding protein 1, chitin synthase 1 (*chs-1*), cannabinoid receptor 1, *gld-2, nab-1*, *unc-112* related protein and a number of nuclear hormone receptors (*nhr-6, nhr-7a*, *nhr-14*, *nhr-41* and *nhr-91*). Of these nuclear hormone receptors, *nhr-6*, an orthologue of the *Drosophila melanogaster E75* gene which plays a role in molting, was previously shown to be highly expressed in *D. immitis* adult females compared to adult males [51], while *nhr-14* controls gene expression in response to estrogen in *C. elegans* [52]. 

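The transcripts of sax-7 (g08810), sel-12 (g06711), daz protein 1 (g05843), die-1 (g00245) and gei-17 (g02376) had log2 fold changes of 2.52, 2.05, 2.28, 2.42 and 1.60 in FU against MT. In each of the 5 both FU libraries were above MT, by 0.50 or more on the log2 scale, and the largest difference from a single FU library was 3.43 (sax-7). The highest level among them was 32.8 and 158 FPKM for daz protein 1, against 14.1 FPKM in MT.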

Other transcripts upregulated in the *D. immitis* uterus have been implicated in germ line (*let-49* [53], *sax-7* [54], *sel-12* [55]), oocyte (*mep-1* [56], *daz-1* [57]) or embryonic (chitin synthase 1 [58], *nrf-6* [59], *die-1* [60], *gei-17* [61]) development in *C. elegans*. Interestingly, two of these genes (chitin synthase I and *nrf-6*) upregulated in the uterus compared to the testis were predicted to be among the top 40 drug targets for the related filarial nematode, *B. malayi* [62].

##### Genes upregulated in the *D. immitis* testis

A total of 698 transcripts were upregulated in the male testis compared to the female uterus, nearly 80 % of which (*n* = 471) displayed no expression in the uterus (Additional file 9: Table S5). 

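At least 4-fold above both FU libraries in MT were 1119 genes. With 0 FPKM in both FU libraries, 1133 genes reached at least 1 FPKM in MT. The depth of the libraries differs, and 3 reads on a transcript of 1 kb give 2.14 FPKM in FU library 1, 1.61 in FU library 2 and 0.632 in MT, so that genes between 1 and 2 FPKM in MT were not always detectable in FU. The part of the paper's list that was read holds the genes higher in FU, and its genes higher in MT were not analysed here.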

Perhaps not surprisingly, the list of genes upregulated in the testis (which contains sperm) compared to the uterus includes a number of major sperm proteins. 

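The 5 transcripts annotated as major sperm proteins or with an MSP domain summed to 4219 FPKM in MT and to 8.09 and 5.00 FPKM in the FU libraries, 0.192% and 0.118% of the MT sum. For g08314, g08315 and g08316 the FPKM in MT were 1717, 1132 and 547, against 0 in both FU libraries. The MSP-domain transcript g03249 had 681 FPKM in MT and 3.95 and 3.96 FPKM in FU. The same 5 transcripts summed to 93.9 FPKM in MI and to 74.6 and 76.5 FPKM in the MBW libraries.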

Also upregulated in the *D. immitis* testis were transcripts for *fog-3*, *gld-1*, *spe-4* and *spe-9*. In *C. elegans*, *fog-3* is most highly expressed in the L3, L4 and early adult stages and is essential for spermatogenesis [63]. Additionally, *gld-2*, along with *gld-3*, activates *gld-1* to regulate entry into meiosis during germ cell development [64]. In the *D. immitis* tissues, *gld-2* was expressed in both testis and uterus, but was upregulated in uterus, whereas *gld-1* was only transcribed in the testis. 

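The gld-2 transcript (g04333, scaf00083, 162594 to 174429) had 14.4 and 45.9 FPKM in the FU libraries and 7.59 FPKM in MT, a log2 fold change of 1.65 with both FU libraries above MT. In FBW it had 0.421 and 1.40 FPKM. The gene gld-1 was not analysed here.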

Interestingly, in the absence of *gld-1*, *gld-2* is still able to promote meiosis [64], suggesting that *gld-2* likely has other unidentified targets (particularly in the female germline where *gld-1* is not transcribed but meiosis is occurring). Both *spe-4* and *spe-9*, which were upregulated in the testis, are critical to spermatogenesis in *C. elegans* [65]. While *spe-4* is involved in proper partitioning of cytoplasmic components during spermatogenesis [66], *spe-9* mediates oocyte fertilization likely through an adhesive function or signaling event [67]. Also prominent among transcripts upregulated in the testis compared to the uterus were msp-domain containing proteins, a designated sperm-specific sodium proton exchanger, phosphatases and kinases, as well as and a number of hypothetical proteins conserved between *D. immitis* and related filarial nematodes *B. malayi* and *L. loa*.

#### *Wolbachia* expression in *D. immitis* uterus and testis

Among 86 *Wolbachia* genes preferentially transcribed in the *D. immitis* uterus (Additional file 7: Table S3) were genes involved in purine and pyrimidine biosynthesis, heme biosynthesis, isoprene biosynthesis, energy production, fatty acid biosynthesis and secretion (components of the Sec translocation system). Since *Wolbachia* are absent in the male germ line of filarial nematodes [5], very few *Wolbachia* transcripts were detected in the testis tissue of *D. immitis* (Table 2). Interestingly however, transcripts suggested to be involved in the symbiosis between filarial nematodes and *Wolbachia* were among the *w*Di MT-associated transcripts including those associated with secretion systems (components of the T4SS, the type 1 secretion system and the Sec translocase), purine and peptidoglycan biosynthesis as well as heme metabolism (Additional file 7: Table S3).

#### *D. immitis* female head tissue expression

The female head tissue included cuticle, body wall, mouth, amphidial neurons, nerve ring with some peripheral nerves as well as the pharyngeal muscle. 

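By limma, 27 genes were higher in FH than in at least 1 of FBW, FI and FU at an adjusted p under 0.01. Against FU 27 genes were higher in FH and 981 in FU, against FI 4 and 12, and against FBW 0 and 2. At an unadjusted p under 0.05, 147 genes differed between FH and FBW, 981 between FH and FI and 3844 between FH and FU. Upper-quartile scaling raised the number of genes higher in FH to 234, and a replicate block raised it to 131. With scaling, 211 genes were higher in FH and 640 in FU, and against FI 160 in FH and 153 in FI. With the block, 57 were higher in FH and 42 in FI. The largest changes toward FH were the same in the comparisons with FI and FU. The gene g12775 (scaf13821, 175 to 287, transcript of 113 bp) had 3115 and 15089.7 FPKM in FH and 0 in FI and FU (log2 fold change 12.74, standard error 1.33, adjusted p = 0.00112 against FU), and g12112 (scaf07093, 266 to 736, 158 bp) had 965 and 7080.0 FPKM in FH and 0 in FI and FU. Both were also high in FBW, at 5337 and 21814 FPKM and 890.2 and 5346 FPKM. Toward FU the largest changes were g12183 (scaf07586, 656 to 731, 76 bp), at 13936 and 73371 FPKM against 0, and g11326 (scaf03516, 67 to 354, 288 bp), at 393 and 2582 FPKM against 0. After upper-quartile scaling neither passed 0.01 (adjusted p = 0.0130 and 0.0116). The authors' confidence bounds for g12183 in FU library 1 were 0 to 41808 FPKM and so include 0. Toward FI they were g11629 (scaf04743, 628 to 1019, 124 bp), at 969 and 2187 FPKM, and g12806 (scaf14417, 66 to 190, 125 bp), at 929 and 968 FPKM, each against 0.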

Although no GO terms were enriched among the FH-associated transcripts (Fig. 2), nearly 300 transcripts were upregulated in the *D. immitis* female head tissue when compared to other female tissues examined (FBW, FI or FU, Additional file 9: Table S5). These head upregulated transcripts include those potentially linked to neuronal activity such as *ptc-3* [68] and *slo-2* [69, 70]. 

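The ptc-3 transcript (g02805, scaf00037, 277004 to 294517) had 2.22 and 11.4 FPKM in the FH libraries, 0.141 and 0 in FI, 0.542 and 7.44 in FU and 2.49 and 9.56 in FBW. In FH against FI its log2 fold change was 2.56 (standard error 1.05, adjusted p = 0.378), and the FH libraries overlapped with those of FU and FBW. The slo-2 transcript (g09604, scaf00966, 110 to 14873) had 3.46 and 11.9 FPKM in FH, 0 in both FI libraries, 0 and 0.159 in FU and 6.46 and 20.1 in FBW. Its log2 fold change was 2.82 in FH against FU (standard error 0.81, adjusted p = 0.0287) and -0.72 in FH against FBW (standard error 0.81). Against FU it passed 0.01 after upper-quartile scaling (adjusted p = 0.00197) and with a replicate block (0.00748), which was run for these genes after the data were seen.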

Muscle-associated transcripts for *dim-1*, *unc-87* and *unc-89* (Additional file 9: Table S5) were upregulated in FH compared to FI or FU, but were much higher in the FBW tissue than the head tissue, suggesting these highly expressed FH transcripts likely originate from the body wall muscle and not the pharyngeal muscle.

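Annotated as unc-87 or unc-89 are 6 gene models. In FH against FI their log2 fold changes were 1.82 to 4.26, and in FH against FU 2.13 to 4.00. Both FH libraries were above both FI libraries and both FU libraries in all 6. The lowest adjusted p was 0.0241, for unc-89 g06547 against FU. Of all 8 transcripts paired with names for FH, 0 passed an adjusted p of 0.01 against FU and 0 against FI. After upper-quartile scaling 7 passed against FU and 4 against FI. With a replicate block, run for these genes after the data were seen, 5 passed against FU and 1 against FI. In FBW against FH, 4 of the 6 were higher in FBW, and the log2 fold changes lay between -0.076 (unc-89 g00717) and 0.92 (unc-87 g08082), each below its standard error of 0.93 to 1.22. The libraries of FBW and FH overlapped in all 6. The unc-87 transcript g05858 (scaf00179, 9706 to 16690) had 59.4 and 163 FPKM in FBW and 54.6 and 129 FPKM in FH, and the unc-89 transcript g06547 (scaf00248, 76 to 47316) had 20.9 and 46.8 FPKM in FBW and 14.1 and 62.9 FPKM in FH. The gene dim-1 was not analysed here. From the higher level in body wall the paper proposes that these head transcripts come from body wall muscle and not from the pharynx.

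**Figure D4:**
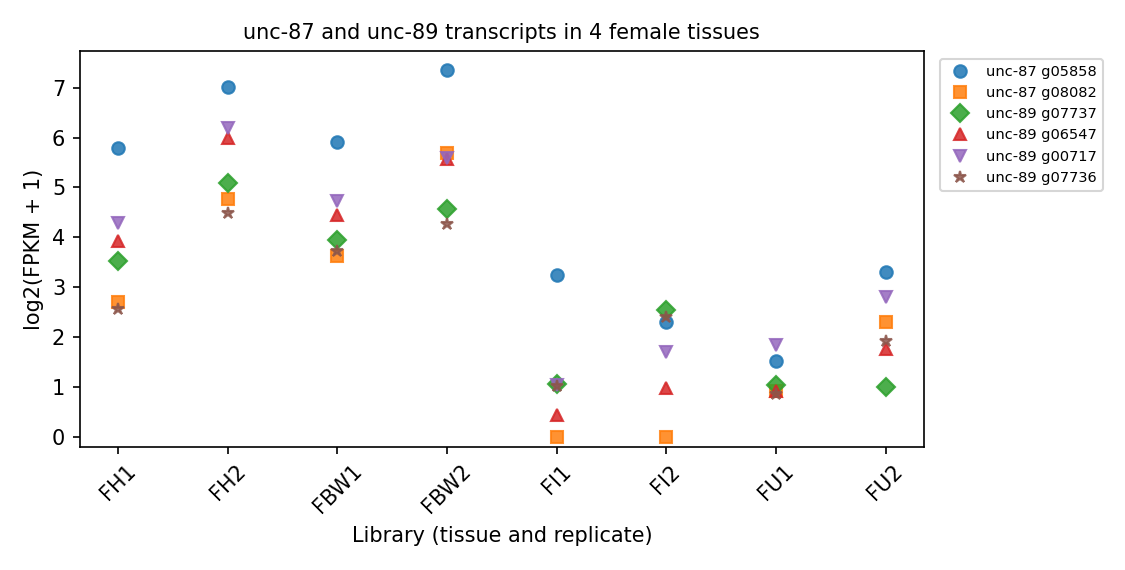
log2(FPKM + 1) of 6 unc-87 and unc-89 gene models in each library of FH, FBW, FI and FU. The points of FH and FBW overlap, and those of FI and FU lie below them, with unc-87 g05858 at 54.6 and 129 FPKM in FH and 8.40 and 3.93 FPKM in FI.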

#### *Wolbachia* expression in *D. immitis* female head

Previous immunofluorescence staining confirmed the absence of *Wolbachia* in nerve ring of adult *B. malayi* [5]. Therefore it is not surprising that the *Wolbachia* transcriptome of the *D. immitis* female head closely resembles the *Wolbachia* transcriptome of the female body wall tissue (Additional file 6: Figure S3), since transcripts detected in the FH likely originate from the hypodermal cords in the cephalic region.

### Tissue comparisons

#### *D. immitis* body wall versus intestine

Vaccination of laboratory animals with intestinal antigens from parasitic nematodes has conferred partial immunity to subsequent parasite infection [71–73], making intestinal antigens attractive vaccine targets. A thorough comparison of the *D. immitis* body wall and intestine transcriptomes may identify potential so-called ‘hidden antigens’ present in the intestine. Interestingly, fewer differences in gene expression were observed when comparing the female body wall and female intestine (387 differentially expressed genes) than the male body wall and male intestine (1110 differentially expressed genes) (Additional file 9: Table S5).

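Between FBW and FI, limma found 39 genes at an adjusted p under 0.01 and 1219 at an unadjusted p under 0.05. Upper-quartile scaling moved the first number to 398 and a replicate term in the model to 201. Per pair of libraries, 1467 to 2983 genes were at least 4-fold apart between FBW and FI, and 3058 and 3703 between MBW and MI. The counts for the male tissues were above all 4 for the female tissues. After upper-quartile scaling they were 1772 to 2065 for FBW v FI and 1986 and 2126 for MBW v MI, so that the ranges overlapped. MI has a single library.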

#### Genes Upregulated in the *D. immitis* Female Intestine

Of the genes differentially expressed between the *D. immitis* FBW and FI samples, nearly 70 % (*n* = 264) were upregulated in the intestine and could potentially represent ‘hidden antigens’ (Additional file 9: Table S5). 

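Of the 39 genes past the threshold, 25 (64.1%) were higher in FI and 14 in FBW. With upper-quartile scaling 208 of 398 were higher in FI, and with a replicate block 103 of 201. With both together, chosen after the data were seen, 152 of 307 (49.5%) were higher in FI. Per pair of libraries, the median number of genes at least 4-fold higher was 1195.5 in FI and 644 in FBW. The pair of FBW library 2 with FI library 1 alone had the opposite order, with 610 in FI and 1279 in FBW. The largest changes toward FI were g11629 (124 bp), at 969 and 2187 FPKM against 0 in both FBW libraries (log2 fold change 10.51, standard error 0.76, adjusted p = 0.000873), and g12806 (125 bp), at 929 and 968 FPKM against 0 (log2 fold change 9.89, standard error 0.92, adjusted p = 0.00274). Toward FBW they were g12775 (113 bp), at 5337 and 21814 FPKM against 0 in both FI libraries (log2 fold change 13.40, standard error 1.33, adjusted p = 0.00274), and g12112 (158 bp), at 890.2 and 5346 FPKM against 0 (log2 fold change 11.09, standard error 1.42, adjusted p = 0.00681).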

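The gei-4 transcript (g00135, scaf00001, 846922 to 852601) had 3.25 and 8.75 FPKM in the FI libraries and 0 in both FBW libraries (log2 fold change 2.69, standard error 0.79, adjusted p = 0.122). For daf-16 (g01961, scaf00022, 126179 to 130828) the values were 3.92 and 6.54 FPKM in FI and 0 in both FBW libraries (log2 fold change 2.61, standard error 0.73, adjusted p = 0.100). After upper-quartile scaling both passed 0.01, at 0.00478 for gei-4 and 0.00710 for daf-16. With a replicate block, run for these genes after the data were seen, neither did (0.0275 and 0.0275). With both together, also run after the data were seen, gei-4 passed (0.00958) and daf-16 did not (0.0129). The hlh-30 transcript (g10686) had 0 and 3.37 FPKM in FI and 0 in FBW, where 3 reads on a transcript of 1 kb give 2.31 and 3.08 FPKM.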

Among these transcripts are *gei-4*, jun transcription factor homolog family member (*jun-1*), *daf-16*, *hlh-30, pha-4* and *unc-83*. Concordant with their expression in the intestine, it was recently discovered in *C. elegans* that transcription factors hlh-30, jun-1 and daf-16 play a role in mediating fasting-induced longevity by inducing transcriptional changes and regulating proteolysis [74, 75]. Another transcription factor expressed in the female intestine but not body wall, pha-4, is required for pharynx development in *C. elegans* [76]. Although interesting, these intestine-associated transcription factors are likely unsuitable vaccine targets since they are probably not present on the surface of the intestine.

Other transcripts upregulated in the female intestine compared to the female body wall include: *fat-3*, *mdt-15*, *cyn-5*, *lap-1* and *mrp-5*. 

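The mdt-15 transcript (g05692, scaf00163, 85679 to 91460) had 162 and 385 FPKM in the FI libraries and 22.8 and 33.3 FPKM in the FBW libraries (log2 fold change 3.13, standard error 1.25, adjusted p = 0.284). For cyn-5 (g03264) the values were 13.9 and 84.6 FPKM in FI and 4.32 and 0 in FBW, and for mrp-5 (g03446) 6.79 and 31.7 in FI and 1.32 and 3.51 in FBW. Both FI libraries were above both FBW libraries in all 3, and none passed the adjusted p threshold. Of the 6 transcripts paired with names for FI over FBW, 2 passed after upper-quartile scaling. The genes fat-3 and lap-1 were not analysed here.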

In *C. elegans*, both *fat-3* and *mdt-15* are critical to fatty acid metabolism: *mdt-15* coordinates a number of metabolic factors that regulate the expression of fatty acid desaturase genes, such as *fat-3* [77, 78]. A type B cyclophilin encoded by *cyn-5*, a leucine aminopeptidase encoded by *lap-1* and the multi-drug resistance protein encoded by *mrp-5* have all been shown to be expressed in the intestine of *C. elegans* [79–81]. Interestingly, detailed analysis in *C. elegans* revealed that mrp-5 serves as a critical heme transporter that exports intestinally absorbed heme to other tissues [81].

##### Genes Upregulated in the D. immitis Male Intestine

Of the genes differentially expressed between the *D. immitis* MBW and MI, ~55 % (*n* = 613) were upregulated in the intestine (Additional file 9: Table S5). 

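Between MBW and MI, a median of 2972.5 genes over both pairs of libraries were at least 4-fold higher in MI and 408 in MBW. At least 4-fold apart from both MBW libraries, 2375 genes were higher in MI and 243 lower. Scaled to a common upper quartile, the medians were 1247.5 and 808.5. The upper quartile of the FPKM above 0 was 8.75 in MI and 1.61 and 3.10 in the MBW libraries.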

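In MI, gei-4 (g00135) had 5.43 FPKM, mdt-15 (g05692) 464 FPKM and mrp-5 (g03446) 28.0 FPKM. The MBW libraries had 0 FPKM of gei-4 in both, 4.63 and 9.62 FPKM of mdt-15 and 0.921 and 1.24 FPKM of mrp-5. The log2 fold changes were 2.69, 5.91 and 3.81, against 2.69, 3.13 and 2.30 in FI over FBW. The genes pha-4 and fat-3 were not analysed here.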

Notable among these transcripts are *gei-4*, *pha-4*, *fat-3*, *mdt-15* and *mrp-5* (also upregulated in FI compared to FBW). Other transcripts upregulated in the *D. immitis* male intestine compared to the male body wall include *exp-2*, *nas-4* and *itr-1*. 

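The exp-2 transcript (g03517, scaf00055, 80805 to 88995) had 8.24 FPKM in MI and 0 in both MBW libraries, where 3 reads on a transcript of 1 kb give 0.607 and 0.891 FPKM.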

The *exp-2* gene is required for normal pharyngeal pumping in *C. elegans* by encoding for a potassium channel that allows the pharynx muscles to repolarize quickly [82]. Expressed in the pharynx and intestine of *C. elegans* [83], nas-4 is a zinc metalloproteinase that likely plays a role in nematode digestion. The inositol 1,4,5-triphosphate receptor encoded by *itr-1* is highly expressed in both the pharynx and intestine of *C. elegans* [84] and appears to play a role in pharyngeal and intestinal pumping [85].

#### *D. immitis* body wall versus reproductive organs

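Between FBW and FU, limma found 1149 genes at an adjusted p under 0.01. Per pair of libraries, 2868 to 6453 genes were at least 4-fold apart between FBW and FU, a median of 4378.5 over 4 pairs, and 4480 and 5171 between MBW and MT, a median of 4825.5. Both counts for the male tissues lay inside the range for the female tissues. After scaling to a common upper quartile the medians were 2402 and 2729. A replicate term in the model moved the number of genes past the threshold to 2585. On FPKM simulated at the same depth, in which 200 genes were changed 16-fold in FU, the test called 69 of them, each in the right direction, and 20 unchanged genes, none with a transcript over 400 bp.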

A similar number of differences in gene expression are observed when comparing the *D. immitis* female body wall to uterus tissue (1555 differentially expressed genes) and the *D. immitis* male body wall to testis tissue (1642 differentially expressed genes).

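Of the 1149 genes, 47 were higher in FBW and 1102 (95.9%) higher in FU. After upper-quartile scaling, 244 of 955 were higher in FBW and 74.5% higher in FU. The largest changes toward FBW were g12775 (113 bp), at 5337 and 21814 FPKM against 0 in both FU libraries (log2 fold change 13.40, standard error 1.33, adjusted p = 0.00116), and g12112 (158 bp), at 890.2 and 5346 FPKM against 0 (log2 fold change 11.09, standard error 1.42, adjusted p = 0.00129). Toward FU they were g12183 (76 bp), at 13936 and 73371 FPKM against 0 in both FBW libraries (log2 fold change 14.96, standard error 2.20, adjusted p = 0.00208, and 0.0120 after upper-quartile scaling), and g11831 (scaf05682, 491 to 628, 138 bp, annotated as a guanine nucleotide exchange factor dbs), at 436 and 1393 FPKM against 0 (log2 fold change 9.61, standard error 0.78, adjusted p = 0.000912).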

Of the differentially expressed genes between the FBW and FU, only 17 % (*n* = 268) are upregulated in the body wall (Additional file 9: Table S5). These transcripts include a number of muscle proteins (actin/myosin), collagens, filarial antigen, galectins and lectin binding proteins as well as transcripts for *him-4*, *alp-1*, *unc-22*, *unc-87*, *unc-89*, *deb-1*, *ketn-1* and *ttn-1*. 

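These names could be paired with 15 transcripts, of which 14 had a higher mean log2(FPKM + 1) in FBW and 14 had both FBW libraries above both FU libraries. None passed an adjusted p of 0.01 in the model without a replicate block on the FPKM as deposited. After upper-quartile scaling 14 of the 15 passed, and with a replicate block, run for these genes after the data were seen, 8 passed, so that this result depends on the model. Without either, the closest were him-4 g07987 (log2 fold change 2.86, standard error 0.71, adjusted p = 0.0146), with 8.64 ± 3.70 FPKM in FBW (SD, n = 2) and 0.295 ± 0.285 in FU, and unc-22 g02834 (log2 fold change 4.01, standard error 1.00, adjusted p = 0.0151), with 52.9 ± 26.5 and 2.24 ± 1.22 FPKM. For unc-87 g05858 the FPKM were 111 ± 73.3 in FBW and 5.35 ± 4.94 in FU, for alp-1 (g01760) 10.2 ± 5.63 and 0.383 ± 0.542, for ttn-1 (g00720) 20.2 ± 5.66 and 2.99 ± 1.71 and for filarial antigen (g12333) 102 ± 59.2 and 16.6 ± 11.8. The exception was deb-1 (g07131), with 11.3 and 24.4 FPKM in the FBW libraries and 13.3 and 21.2 FPKM in the FU libraries, a log2 fold change of -0.013 that became 1.59 after upper-quartile scaling.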

Importantly, *alp-1, unc-87*, *deb-1, ketn-1* and *ttn-1* have all been associated with the body wall muscle structure and/or function in *C. elegans* [86–92].

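Higher in FU at an adjusted p under 0.01 were 1102 of the 1149 genes. Across the alternatives the share of genes higher in FU lay between 72.4%, with upper-quartile scaling and a replicate term, which was chosen after the data were seen, and 97.1%, among genes whose locus was at least 300 bp. In the FU libraries 7459 and 9206 genes were above 0 FPKM, against 4883 and 6345 in the FBW libraries.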

The remaining 83 % (*n* = 1287) of transcripts differentially expressed between the *D. immitis* FBW and FU are upregulated in the uterus tissue (Additional file 9: Table S5). 

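For all of these names that could be paired with a transcript, the mean log2(FPKM + 1) was higher in FU than in FBW. At an adjusted p under 0.01 were die-1 (g00245) with 40.4 ± 25.1 FPKM in FU (SD, n = 2) and 0.396 ± 0.255 in FBW (log2 fold change 4.75, standard error 0.77, adjusted p = 0.00281), the zona pellucida-like protein (g06127) with 8.06 ± 0.361 FPKM and 0 in both FBW libraries (log2 fold change 3.18, standard error 0.41, adjusted p = 0.00129), gld-2 (g04333) with 30.2 ± 22.3 and 0.913 ± 0.695 FPKM (log2 fold change 3.86, standard error 0.83, adjusted p = 0.00855), nhr-7a (g02618) with 25.4 ± 21.7 FPKM and 0, nhr-23 (g01984) with 8.61 ± 3.34 FPKM and 0, and unc-62 g10938 with 909 ± 928 FPKM and 0 (log2 fold change 9.30, standard error 2.04, adjusted p = 0.00914). Those of gei-17 (g02376, adjusted p = 0.0155), sax-7 (g08810, 0.0152), unc-7 (g02596, 0.0162) and the unc-62 gene models g11638 (0.0351) and g12169 (0.112) did not pass. With a replicate block, run for these genes after the data were seen, gei-17 (0.00369) and sax-7 (0.00236) passed and unc-62 g10938 (0.0107) did not. After upper-quartile scaling sax-7 (0.00644) passed, and gei-17 (0.0146) and unc-62 g10938 (0.0559) did not. With both together, sax-7 (0.0107) and the zona pellucida-like protein (0.0136) did not pass. The unc-9 transcript g11636 had 0 and 26.7 FPKM in FU and 0 in FBW and was below the FPKM filter of the test.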

Not surprisingly, many of these transcripts (*die-1*, *gei-17*, *let-49*, zona pellucida-like protein, *gld-2*, *sax-7*, *nhr-7a*, *nhr-23*, *unc-7*, *unc-9* and *unc-62*) were also upregulated in the female uterus compared to the male testis. 

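The gei-4 transcript (g00135) had 12.8 and 29.0 FPKM in the FU libraries, 3.25 and 8.75 in FI and 0 in both FBW libraries. The differences from FBW were tested for FU (log2 fold change 4.35, standard error 0.79, adjusted p = 0.00442) and for FI (log2 fold change 2.69, standard error 0.79, adjusted p = 0.122). After upper-quartile scaling the difference in FI had an adjusted p of 0.00478. The gene jun-1 was not analysed here.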

Interestingly, *gei-4* and the transcription factor *jun-1*, which were both upregulated in the female intestine when compared to FBW (see above), are upregulated in the female uterus as well (when compared to the female body wall). In addition to its role in mediating fasting-induced transcriptional changes in the intestine, jun-1 also regulates phospholipase C expression, thereby affecting inositol triphosphate levels which in turn affect ovulation [93]. Other noteworthy transcripts upregulated in the uterus compared to the female body wall were histones, *apr-1*, the lipocalin encoding genes *lpr-4*, *lpr-5* and *lpr-6*, a wnt family protein, the nuclear transport factor *ntf-2* and the mucin-like protein encoded by *let-653*.

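At an adjusted p under 0.01 were ntf-2 (g05166), with 38.5 ± 37.6 FPKM in FU (SD, n = 2) and 0 in both FBW libraries (log2 fold change 4.87, standard error 0.99, adjusted p = 0.00669), and let-653 (g09914), with 9.51 ± 3.46 FPKM and 0 (log2 fold change 3.35, standard error 0.43, adjusted p = 0.00129). For apr-1 (g02410) the FPKM were 6.40 and 20.8 in FU and 0.674 and 0.675 in FBW (adjusted p = 0.0122), and for the wnt family protein (g01146) 2.03 and 21.9 in FU and 0 in FBW (adjusted p = 0.0176). With a replicate block, run for these genes after the data were seen, apr-1 passed 0.01 (0.00429), and after upper-quartile scaling it did not (0.0330). The lipocalin transcripts lpr-4 (g01070), lpr-5 (g01072) and lpr-6 (g01073), which are neighbours on scaf00009, had 8.12, 6.08 and 6.12 FPKM in FU library 2, 0, 0.851 and 0 FPKM in FU library 1 and 0 in FBW.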

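Between MBW and MT, a median of 398.5 genes over both pairs of libraries were at least 4-fold higher in MBW and 4427 in MT. Apart by that factor from both MBW libraries, 250 genes were higher in MBW and 3789 in MT. After scaling to a common upper quartile the medians were 868.5 in MBW and 1860.5 in MT. The upper quartile of the FPKM above 0 was 10.2 in MT, and 1.61 and 3.10 in the MBW libraries.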

Nearly 40 % (*n* = 656) of the genes differentially expressed between the *D. immitis* MBW and MT were upregulated in the body wall (Additional file 9: Table S5). As with the female body wall, these transcripts include muscle proteins such as actin, myosin, collagens as well as filarial antigen and galectins. 

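The unc-87 transcripts g05858 and g08082 had 16.4 and 41.3 FPKM and 6.17 and 4.71 FPKM in the MBW libraries, against 2.37 and 0 FPKM in MT. The unc-95 transcript (g10748) had 0.984 and 5.78 FPKM in MBW and 0.341 in MT. For mpz-1 (g05773, scaf00172, 75 to 13573) the order was the opposite, with 0.0592 and 0.609 FPKM in MBW and 3.76 FPKM in MT, and it stayed so after upper-quartile scaling (log2 fold change of MBW over MT -1.87, and -0.98 scaled). The gene ttr-5 was not analysed here.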

Additionally, transcripts for *unc-87*, *unc-95*, *mpz-1* and *ttr-5* are upregulated in the male body wall compared to the testis. As mentioned above, *unc-87* is critical for muscle development [87, 88]. The muscle LIM domain containing protein encoded by *unc-95* is required for locomotion and organization of thick and thin filaments in body wall muscle [94]. Interestingly, the *ttr-5* gene encodes a transthyretin-like protein, which was among the most abundant proteins detected in a recent analysis of the excretory-secretory products of another filarial nematode, *Litomosoides sigmodontis* [42].

Many of the transcripts upregulated in the *D. immitis* MT compared to the MBW, including *gei-4*, *pha-4*, *gld-1, unc-7* and *unc-9* have been described in detail above. 

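In MT, gei-4 (g00135) had 10.9 FPKM, against 0 in both MBW libraries. The transcripts paired with unc-7 (g02596) and unc-9 (g11636) had 0 FPKM in MT. In MBW, unc-9 was at 0 FPKM in both libraries, and unc-7 at 0.150 FPKM in library 1 and 0 in library 2. The genes pha-4 and gld-1 were not analysed here.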

Additionally, transcripts for a posterior sex combs protein, trehalase, msp domain containing proteins, a dad (defender against death) family protein and *ssp-35* (sperm specific family protein, class P) were upregulated in the testis compared to the male body wall.

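The transcript annotated as a posterior sex combs protein (g00106) had 4.23 FPKM in MT and 0 in both MBW libraries. The 3 trehalase transcripts g00171, g01203 and g05570 had 2.06, 2.41 and 4.50 FPKM in MT, against 0 FPKM in both (g00171), 0 and 0.261 FPKM (g01203) and 0.432 and 0.317 FPKM (g05570) in the MBW libraries. The MSP-domain transcript g04752 (scaf00102, 141221 to 142403) had 142 FPKM in MT and 0 in both MBW libraries, a log2 fold change of 7.16.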

#### Comparison of *Wolbachia* expression in *D. immitis* female body wall and uterus

A thorough comparison of *Wolbachia* expression profiles within the germ line and the somatic cells (hypodermis of the body wall) may provide clues as to the varying role of *Wolbachia* within the different nematode tissues inhabited by the endosymbiont. A total of 121 *Wolbachia* transcripts were differentially expressed between the FBW and FU tissues, a large proportion of which (~91 %) were upregulated in the uterus (Additional file 10: Table S6) despite the fact that lower *Wolbachia* transcript coverage was observed in the *D. immitis* female uterus (69 %) than the female body wall sample (90 %) (Table 2). Only 11 *w*Di transcripts were upregulated in the female body wall. These include transcripts for a component of the Sec translocase, components of the T4SS as well as the heme (*hemC*) and pyrimidine biosynthesis pathways (Additional file 10: Table S6), all of which have been previously implicated in the symbiotic relationship between filarial nematodes and *Wolbachia*. Notable among the *Wolbachia* transcripts upregulated in the *D. immitis* uterus include transcripts for a number of other steps in the heme biosynthetic pathway (*hemB*, *hemD*, *hemE*), the T4SS (*VirB9* and *VirB11*) and the Sec translocase (*SecB* and *ffh*) (Additional file 10: Table S6). Additionally, *RibA,* the first gene in the pathway leading to riboflavin synthesis, a putative *Wolbachia*-nematode shared metabolite, was another significantly upregulated *Wolbachia* transcript in the *D. immitis* uterus compared to the female body wall.

Our comparison of the *w*Di transcriptomes from the *D. immitis* uterus and female body wall strongly echoes previous findings that found transcripts involved in translation and DNA replication were upregulated in the germ line *Wolbachia* transcriptome from *O. ochengi* (*w*Oo) in comparison to that of the somatic transcriptome [41]. Notably in terms of translation, elongation factor Tu, 3 ribosomal proteins and polypeptide deformylase were all upregulated in *w*Oo germ line transcriptome compared to the somatic transcriptome. Likewise, we find *w*Di transcripts for elongation factor Ts, 7 ribosomal proteins, a peptide deformylase and a number of tRNA synthetases are all upregulated in *D. immitis* uterus tissue compared to the female body wall tissue (Additional file 10: Table S6). Additionally, *Wolbachia* transcripts related to DNA replication and repair including a uracil DNA glycosylase and DNA recombination proteins RmuC and MutL were upregulated in the *D. immitis* germ line tissue (uterus) compared to the somatic tissue (female body wall). As previously suggested [41], these *Wolbachia* transcripts associated with transcription and DNA replication that are upregulated in the germ line tissue may be related to the fact that prior to fertilization, *Wolbachia* appears to divide rapidly in the germ line of female filarial nematodes [5]. Interestingly, two *Wolbachia* endonuclease transcripts, endonuclease III and Nuc endonuclease, are also upregulated in the *D. immitis* uterus tissue. Since most filarial nematodes are unable to synthesize purines and pyrimidines *de novo*, it is possible that *Wolbachia* endonucleases are recycling nucleotides in order to supplement the host nucleotide pool within the rapidly dividing nematode germ line. Alternatively, *Wolbachia* may be utilizing the nucleotides for their own propagation within the germ line.

### *D. immitis* tissues proteome

#### Overview

Overall, 4162 of the 12,857 annotated proteins or ~32 % of the predicted *D. immitis* proteome were verified by at least two unique peptides from the analysis of six *D. immitis* tissues (FBW: 2408; FU: 3341; FH: 1100; FI: 202; MH: 1183 and MS: 35 proteins) (Table 1, Additional file 11: Dataset S2). Higher protein coverage was obtained with *B. malayi* [95], however that level of coverage was attained using five life cycle stages whereas our data only covers the proteome of adult *D. immitis* tissues. A complete list of the peptide spectrum matching counts for every *D. immitis* protein detected, along with their corresponding gene annotation is provided in Additional file 12: Table S7. Likely due to incomplete lysis of the spicule due to its inherent structural stability, only 35 proteins were detected in this tissue (Additional file 12: Table S7). Because these proteins were also detected in another *D. immitis* tissue, the spicule sample was omitted from further analysis. Only 3.7 % of identified proteins (*n* = 152) were common among the remaining five tissue samples (FBW, FU, FH, FI and MH) (Fig. 4a). Not surprisingly, these shared proteins include common structural and motor proteins (actin/collagens/kinesin), galectins, annexins, redox proteins (thioredoxin peroxidases), heat shock proteins, enzymes (enolase, ATP synthase components, lactate dehydrogenase, pyruvate kinase, protein disulfide isomerase, protein phosphatase) and clathrin, among others (Additional file 12: Table S7). Among the 4162 proteins identified, ~49 % (*n* = 2056) were tissue specific (identified only in one tissue) (Fig. 4a, Additional file 12: Table S7). Perhaps unsurprisingly, the highest number of tissue specific proteins (1458) were identified in the uterus sample (Fig. 4a). Out of the 202 proteins identified in the *D. immitis* female intestine sample, only 6 proteins were intestine-specific. These potential hidden antigens include: aspartic protease sp-1, transmembrane protein 132a, guanine nucleotide-binding protein α-7 subunit gpa-7, cell division protein kinase 5, α-ulin (catenin vinculin related) family member ctn-1 and a hypothetical protein. Interestingly, both gpa-7 and ctn-1 are expressed in the pharyngeal muscle and intestinal muscle of *C. elegans* [96, 97].

**Fig. 4:**
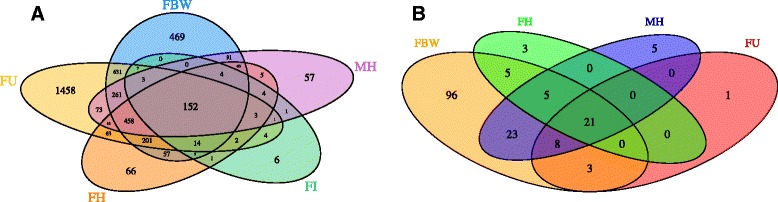
Venn diagrams illustrating *D. immitis* (**a**) and *w*Di (**b**) proteins detected in *D. immitis* tissues. **a** Since only 35 *D. immitis* proteins were identified in the MS tissue sample, the spicule sample was excluded from this figure. However, those 35 proteins were also identified in other tissues and are represented accordingly. **b** Only FBW, FH, MH and FU samples are shown since no *w*Di proteins were detected in the FI or MS sample

Of the predicted 834 filarial-specific proteins (those uniquely shared by *D. immitis* and *B. malayi,* but lacking in *C. elegans*, *T. spiralis* and *A. suum*, Additional file 8: Table S4) [14], 285 were confirmed by proteomics of *D. immitis* tissues. The vast majority of these proteins were detected in the FU sample (*n* = 215), while 136, 67, 66, 11 and 3 of these proteins were detected in the FBW, FH, MH, FI and MS, respectively.

Filarial nematode genomes and corresponding predicted proteomes are riddled with hypothetical and unannotated proteins. Previous proteomic analysis of *B. malayi* life cycle stages was able to confirm the existence of ~2300 hypothetical proteins [95]. Out of the ~5000 hypothetical and unannotated proteins within the *D. immitis* genome, our tissue-specific proteome has validated 744 ‘hypothetical’ proteins (52 annotated as hypothetical proteins and 692 unannotated proteins) (Additional file 12: Table S7). The majority of these hypothetical proteins were detected in the FBW and FU tissues. Intriguingly, 128 of the 744 hypothetical proteins identified herein are putatively filarial-specific antigens (conserved proteins shared by *D. immitis* and *B. malayi*, but lacking in *C. elegans*, *T. spiralis* and *A. suum*, Additional file 8: Table S4) [14].

Hierarchical clustering of *D. immitis* proteins detected in the 6 *D. immitis* tissue samples revealed groups of proteins associated with specific tissues (Additional file 13: Figure S4). GO enrichment analysis of these clusters revealed significantly enriched functions within the FBW, FU, FI and MH-associated protein clusters (Additional file 3: Table S1). Out of the 78 GO terms identified as enriched within the uterus sample by RNA-seq, 48 of those were also identified as enriched by GO analysis of the FU-associated protein cluster, including those involved in cell cycle/mitosis/DNA replication, transcription, metabolic processes, cell parts (chromosome/organelle). In total, over 450 additional uterus-associated GO terms were identified by proteomic analysis. Notable among uterus-associated proteomic GO terms were those involved in anatomical structure development, apoptosis, reproductive processes, chromosome/chromatin organization, cytokinesis, embryo development, protein localization/targeting, gamete generation, gene silencing, mRNA processing and helicase activity.

#### *Wolbachia* proteome in *D. immitis* tissues

Proteomic analysis of the *D. immitis* tissues identified 170 *w*Di proteins (~20 % of the 871 predicted protein encoding genes) based on at least two unique peptides matching a *Wolbachia* protein (Additional file 14: Table S8). A complete list of the peptide spectrum matching counts for every *Wolbachia* protein detected is provided in Additional file 14: Table S8. Likely due to the presence of biological replicates, the vast majority of *Wolbachia* proteins were detected in the FBW sample (Fig. 4b), while surprisingly very few were detected in the uterus tissue. Likely due to the absence of *Wolbachia* in these tissues, no *w*Di proteins were detected in the FI and MS samples (Table 2). Similar to previous proteomics studies on *w*Bm [95] and *w*Oo [41], the most abundant *Wolbachia* proteins detected were chaperonins and heat shock proteins such as GroEL, DnaK, ClpB protein, GroES and surface antigen Wsp (Additional file 14: Table S8).

A number of biosynthetic pathways have been implicated in potential metabolite provisioning between *Wolbachia* and filarial nematodes [11] and may serve as possible *Wolbachia*-specific targetable pathways [16]. Components of many of these pathways, including the heme biosynthesis pathway (3 of 8 enzymes), the purine biosynthesis pathway (6 of 10 enzymes), and the isoprene biosynthesis pathway (1 of 5 enzymes) were detected, mainly in the *D. immitis* female body wall and head tissues (Additional file 14: Table S8). Likely due to the low coverage of the *w*Di proteome, no peptides matching enzymes from *Wolbachia* pathways for the synthesis of pyrimidines (6 enzymes), lipid II/peptidoglycan (9 enzymes), riboflavin (5 enzymes) or folate (5 enzymes) were detected in any *D. immitis* tissue.

Annotation of the *w*Di genome describes 277 of the 871 predicted proteins as hypothetical proteins. Based on our transcriptomic data, 264 of these hypothetical proteins were transcribed (FPKM values >0) in some *D. immitis* tissue (Additional file 10: Table S6). In total, 9 of the 264 transcribed hypothetical proteins were validated as genuine *w*Di proteins by proteomic analysis (Additional file 12: Table S7). Interestingly, some of these ‘hypothetical’ proteins (namely wDi:fig_82301.12.peg.651, wDi:fig_82301.12.peg.439 and wDi:fig_82301.12.peg.677) were also among the 10 most abundant *Wolbachia* proteins detected (Additional file 14: Table S8).

### Comparison of transcriptomics and proteomics

Often very little correlation exists between transcript and protein abundance [41], because RNA levels may not accurately reflect protein levels since protein levels in vivo are not only dictated by the rate of transcription/translation, but also by the rate of protein degradation. In the 4 *D. immitis* tissues examined by both methods, 11,640 *D. immitis* transcripts and 4162 *D. immitis* proteins were detected. 

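The proteins were read from the paper's own table of spectral counts, for the 5315 gene models from g00001 to g05315. This range holds 1999 proteins and is a consecutive, not a random, part of the 12857 gene models. Its shares and counts need not hold for all gene models. Of the 5315 gene models, 4983 had an FPKM above 0 in at least 1 of the 12 libraries, and 1997 of them (40.1%) had a protein in at least 1 of the samples in the table. In the 4 female tissues examined by both methods, 4646 transcripts of this range were detected, and 42.8% had a protein. Over all gene models, 10442 were detected in at least 1 library of FBW, FU, FH or FI.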

Overall, proteomic analysis of these adult *D. immitis* tissues revealed peptide evidence for nearly 36 % (4149) of transcripts identified in tissues examined by both methods (Fig. 5). Based on individual tissue transcriptomics/proteomics, the female uterus sample had the highest percentage of *D. immitis* transcripts verified within that tissue by mass spectrometry (35 %), followed by the FBW, FH and FI (32, 14 and 3 %, respectively) (Additional file 15: Figure S5A-D). Conversely, only 0.3 % (*n* = 13) of proteins identified lacked any transcriptional evidence in any *D. immitis* tissue examined (Fig. 5), the majority (*n* = 10) of which were detected in the female uterus. 

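Within the range of gene models read from the protein table, the transcripts above 0 FPKM in a tissue that also had a protein there were 1604 of 4359 (36.8%, Wilson 95% confidence interval 35.4 to 38.2) in FU, 1127 of 3410 (33.0%, Wilson 95% confidence interval 31.5 to 34.6) in FBW, 519 of 3526 (14.7%, Wilson 95% confidence interval 13.6 to 15.9) in FH and 95 of 3731 (2.55%, Wilson 95% confidence interval 2.09 to 3.10) in FI. Counting FPKM of at least 1 in place of above 0 gave 38.6%, 37.1%, 16.3% and 2.77%. Detected transcripts with a protein had a higher median FPKM than those without, at 11.2 against 5.72 in FU, 2.89 against 1.32 in FBW, 3.70 against 1.62 in FH and 14.0 against 2.58 in FI. The intervals cover counting error only, and not the choice of this range of gene models.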

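In the same range of gene models, 17 of 1621 FU proteins (1.05%), 59 of 1186 FBW proteins (4.97%), 15 of 534 FH proteins (2.81%) and 5 of 100 FI proteins (5%) had 0 FPKM in every library of that tissue. A value of 0 FPKM is compatible with transcripts under 1.61 to 3.08 FPKM, the level of 3 reads on a transcript of 1 kb in the female libraries.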

Only ~2–7 % of *D. immitis* proteins identified in a tissue lacked transcripts within that same tissue (Additional file 15: Figure S5A-D). These proteins may be transcribed in another tissue then trafficked to the tissues where they were detected by proteomic analysis. Interestingly, 9 proteins identified in the FBW sample lacked detectable transcription in any female tissue, but were transcribed in a male tissue(s).

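Of the FBW proteins in the range of gene models read from the protein table, 2 had 0 FPKM in all 8 female libraries, and 1 of these was above 0 FPKM in a male library. In any of the 12 libraries, 2 proteins of the range had no transcript. These counts cover the range alone and are not on the same base as the paper's counts over all proteins.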

**Fig. 5:**
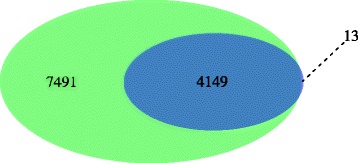
Euler diagram illustrating *D. immitis* genes detected by transcriptomic (*green*) and proteomic (*blue*) methods in *D. immitis* tissues

All 170 *Wolbachia* proteins identified by at least 2 unique peptides in proteomic analysis were transcribed in at least one *D. immitis* tissue. The highest level of *wDi* proteomic coverage of the transcriptome was observed in the *D. immitis* FBW (over 20 % coverage), whereas only 6 and 5 % of transcribed genes were verified in the FU and FH tissues, respectively (Additional file 16: Figure S6A-C). A total of 9 *Wolbachia* proteins were identified by proteomic analysis in a specific tissue that was not confirmed by any transcriptomic evidence in that same tissue (Additional file 16: Figure S6A-C). It is possible these proteins were made either in another *D. immitis* tissue containing *Wolbachia* and then transported/secreted, or alternatively these proteins may have been transcribed during an earlier developmental stage of *D. immitis* prior to localization in tissues seemingly devoid of *Wolbachia*. How these proteins came to be in these tissues while their transcriptional levels were undetectable by RNA-seq remains unclear, but suggests *Wolbachia* proteins and their associated functions may extend beyond the tissue-specific localization of *Wolbachia* within the adult nematode.

## Conclusions

More knowledge is gained with every filarial nematode genome sequence that is analyzed. While the advent of RNA-seq and more sensitive proteomic methods has also been of great value, these methods provide the most significant level of detail when used in concert with one another. Understanding the biology of filarial nematodes and the development of novel therapeutic strategies against them requires a greater spatial understanding of both nematode and *Wolbachia* gene expression and protein abundance. We therefore implemented parallel transcriptomic and proteomic analysis to study filarial nematode tissue-specific transcriptional patterns in order to gain functional information. Such spatial resolution of gene expression can provide greater understanding not only on how that specific tissue may interact with the vertebrate host (or evade the host immune system), but also how *Wolbachia* may differentially contribute to various nematode tissues. Notably, our analysis of *D. immitis* tissues revealed that the reproductive tissue (uterus and testis) transcriptomes most closely correlate with recently published whole-worm transcriptomes, while the *Wolbachia* transcriptome of the body wall tissue most closely correlated with the whole-worm *Wolbachia* transcriptomes. Together, transcriptomics and proteomics of *D. immitis* intestinal tissues highlighted a number of potential hidden antigens. Interestingly, some *Wolbachia* genes upregulated in nematode tissues include transport systems and genes predicted to be involved in the symbiotic relationship with *D. immitis*. Furthermore, the presence of *Wolbachia* transcripts and proteins in *D. immitis* tissues lacking *Wolbachia* suggests that the symbiont transcripts and proteins may traffic to other nematode tissues.

Not only has this study provided a new level of detail to our knowledge of filarial tissue transcription/translation, but also furthered our understanding of how *Wolbachia* endosymbionts may interact with filarial nematodes. For the first time in any filarial nematode, this data in conjunction with the recently published life cycle transcriptome [16], serves as a comprehensive atlas of the temporal and spatial representation of expression of both *D. immitis* and *w*Di genes, including those that may be used to develop future therapeutic strategies.

## Availability of supporting data

The mapped reads (TopHat BAM output files) and FPKM values for assembled transcripts (Cufflinks text output files) are available in the NCBI Gene Expression Omnibus (Series GSE67894).

## Additional files

Additional file 1:
**Figure S1.** Gene coverage and comparison of D. immitis biological tissue replicas. (PDF 25 kb) Additional file 2:
**Dataset S1.** Transcript FPKM values for *Dirofilaria immitis* tissue transcriptome. (XLSX 369 kb) Additional file 3:
**Table S1.** List of over-represented GO terms and their associated p-values for tissue-associated *D. immitis* genes detected by either transcriptomics (red) or proteomics (blue). (XLSX 984 kb) Additional file 4:
**Table S2.** List of over-represented GO terms and their associated p-values for tissue-associated *D. immitis* genes that were also over-represented in the transcriptome of either adult male (AM) or adult female (AF) *D. immitis*. GO terms identified by transcriptomic analysis are highlighted in red while GO terms identified by proteomic analysis are in blue. (XLSX 55 kb) Additional file 5:
**Figure S2.** Significance (p-value) of GO terms shared between D. immitis adult male and testestranscriptomes. (PDF 43 kb) Additional file 6:
**Figure S3.** Clustered transcriptomic data of Wolbachia gene expression profiles in D. immitis tissues. (PDF 21 kb) Additional file 7:
**Table S3.** *D. immitis* tissue-associated *Wolbachia* transcript list based on hierarchical clustering. (XLSX 226 kb) Additional file 8:
**Table S4.** Tissue-associated expression and proteomic detection of the 834 *D. immitis* genes uniquely shared with *B. malayi*. (XLSX 170 kb) Additional file 9:
**Table S5.** List of *D. immitis* genes that are significantly (q < 0.01) differentially expressed between various *D. immitis* tissues. (XLSX 998 kb) Additional file 10:
**Table S6.** List of *Wolbachia* genes that are significantly (q < 0.01) differentially expressed between various *D. immitis* tissues. (XLSX 87 kb) Additional file 11:
**Dataset S2.** *Dirofilaria immitis* and *Wolbachia* proteins identified in *D. immitis* tissues. (XLSX 58 kb) Additional file 12:
**Table S7.** Gene IDs, peptide spectral counts and protein descriptions for all 4162 *D. immitis* proteins detected by mass spectrometry in *D. immitis* tissues. (XLSX 851 kb) Additional file 13:
**Figure S4.** Clustered proteomic data (peptide spectral matches) of D. immitis proteins detected inD. immitis tissues. (PDF 50 kb) Additional file 14:
**Table S8.** Gene IDs, peptide spectral counts and protein descriptions for all 170 Wolbachia proteins detected by mass spectrometry in D. immitis tissues. (XLSX 56 kb) Additional file 15:
**Figure S5.** Euler diagrams illustrating D. immitis genes detected by transcriptomic (green) and proteomic (blue) methods in various female D. immitis tissues: (A) body wall, (B) uterus, (C) head, (D) intestine. (PDF 1275 kb) Additional file 16:
**Figure S6.** Euler diagrams illustrating D. immitis genes detected by transcriptomic and proteomicmethods.

## Abbreviations

AF: Adult female
AM: Adult male
FASP: Filter aided sample preparation
FBW: Female body wall
FDR: False discovery rate
FH: Female head
FI: Female intestine
FPKM: Fragments Per Kilobase of transcript per Million mapped reads
FU: Female uterus
GO: Gene ontology
LC-MS/MS: Liquid chromatography-tandem mass spectrometry
MBW: Male body wall
MH: Male head
MI: Male intestine
MS: Male spicule
MS/MS: Tandem mass spectrometry
msp: Major sperm protein
MT: Male testis
RP: Reverse phase
SCX: Strong cation exchange
T4SS: Type 4 secretion system
*w*Bm: *Wolbachia* from *Brugia malayi*
*w*Di: *Wolbachia* from *Dirofilaria immitis*
*w*Oo: *Wolbachia* from *Onchocerca ochengi*

## References

[1] Taylor MJ, Hoerauf A, Bockarie M (2010). Lymphatic filariasis and onchocerciasis. Lancet.

[2] World Health Organization (2010). GPELF Progress Report 2000–2009 and Strategic Plan 2010–2020. WHO/HTM/NTD/PCT/2010.

[3] Taylor MJ, Awadzi K, Basanez MG, Biritwum N, Boakye D, Boatin B, Bockarie M, Churcher TS, Debrah A, Edwards G (2009). Onchocerciasis control: vision for the future from a Ghanian perspective. Parasit Vectors.

[4] Osei-Atweneboana MY, Awadzi K, Attah SK, Boakye DA, Gyapong JO, Prichard RK (2011). Phenotypic evidence of emerging ivermectin resistance in *Onchocerca volvulus*. PLoS Negl Trop Dis.

[5] Landmann F, Foster JM, Slatko B, Sullivan W (2010). Asymmetric *Wolbachia* segregation during early *Brugia malayi* embryogenesis determines its distribution in adult host tissues. PLoS Negl Trop Dis.

[6] Taylor MJ, Bandi C, Hoerauf A (2005). *Wolbachia* bacterial endosymbionts of filarial nematodes. Adv Parasitol.

[7] Bandi C, Trees AJ, Brattig NW (2001). *Wolbachia* in filarial nematodes: evolutionary aspects and implications for the pathogenesis and treatment of filarial diseases. Vet Parasitol.

[8] Hoerauf A, Mand S, Adjei O, Fleischer B, Buttner DW (2001). Depletion of *Wolbachia* endobacteria in *Onchocerca volvulus* by doxycycline and microfilaridermia after ivermectin treatment. Lancet.

[9] Hoerauf A, Specht S, Buttner M, Pfarr K, Mand S, Fimmers R, Marfo-Debrekyei Y, Konadu P, Debrah AY, Bandi C (2008). *Wolbachia* endobacteria depletion by doxycycline as antifilarial therapy has macrofilaricidal activity in onchocerciasis: a randomized placebo-controlled study. Med Microbiol Immunol.

[10] Supali T, Djuardi Y, Pfarr KM, Wibowo H, Taylor MJ, Hoerauf A, Houwing-Duistermaat JJ, Yazdanbakhsh M, Sartono E (2008). Doxycycline treatment of *Brugia malayi*-infected persons reduces microfilaremia and adverse reactions after diethylcarbamazine and albendazole treatment. Clin Infect Dis.

[11] Foster J, Ganatra M, Kamal I, Ware J, Makarova K, Ivanova N, Bhattacharyya A, Kapatral V, Kumar S, Posfai J (2005). The *Wolbachia* genome of *Brugia malayi*: endosymbiont evolution within a human pathogenic nematode. PLoS Biol.

[12] Dunning Hotopp JC, Lin M, Madupu R, Crabtree J, Angiuoli SV, Eisen JA, Seshadri R, Ren Q, Wu M, Utterback TR (2006). Comparative genomics of emerging human ehrlichiosis agents. PLoS Genet.

[13] Brownlie JC, Adamski M, Slatko B, McGraw EA (2007). Diversifying selection and host adaptation in two endosymbiont genomes. BMC Evol Biol.

[14] Godel C, Kumar S, Koutsovoulos G, Ludin P, Nilsson D, Comandatore F, Wrobel N, Thompson M, Schmid CD, Goto S (2012). The genome of the heartworm, *Dirofilaria immitis*, reveals drug and vaccine targets. Faseb J.

[15] Choi YJ, Ghedin E, Berriman M, McQuillan J, Holroyd N, Mayhew GF, Christensen BM, Michalski ML (2011). A deep sequencing approach to comparatively analyze the transcriptome of lifecycle stages of the filarial worm, *Brugia malayi*. PLoS Negl Trop Dis.

[16] Luck AN, Evans CC, Riggs MD, Foster JM, Moorhead AR, Slatko BE, Michalski ML (2014). Concurrent transcriptional profiling of *Dirofilaria immitis* and its *Wolbachia* endosymbiont throughout the nematode life cycle reveals coordinated gene expression. BMC Genomics.

[17] Rosa BA, Jasmer DP, Mitreva M (2014). Genome-wide tissue-specific gene expression, co-expression and regulation of co-expressed genes in adult nematode *Ascaris suum*. PLoS Negl Trop Dis.

[18] Giardine B, Riemer C, Hardison RC, Burhans R, Elnitski L, Shah P, Zhang Y, Blankenberg D, Albert I, Taylor J (2005). Galaxy: a platform for interactive large-scale genome analysis. Genome Res.

[19] Blankenberg D, Von Kuster G, Coraor N, Ananda G, Lazarus R, Mangan M, Nekrutenko A, Taylor J. Galaxy: a web-based genome analysis tool for experimentalists. Curr Protoc Mol Biol.*.*2010;4:19:Unit 19.10.11–21.doi.10.1002/0471142727.mb1910s8910.1002/0471142727.mb1910s89PMC426410720069535

[20] Goecks J, Nekrutenko A, Taylor J (2010). Galaxy: a comprehensive approach for supporting accessible, reproducible, and transparent computational research in the life sciences. Genome Biol.

[21] Andrews S. FastQC: a quality control tool for high throughput sequence data. 2010. http://www.bioinformatics.babraham.ac.uk/projects/fastqc.

[22] Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ, Salzberg SL, Wold BJ, Pachter L (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol.

[23] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics.

[24] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.

[25] Eisen MB, Spellman PT, Brown PO, Botstein D (1998). Cluster analysis and display of genome-wide expression patterns. Proc Natl Acad Sci U S A.

[26] Zheng Q, Wang XJ (2008). GOEAST: a web-based software toolkit for Gene Ontology enrichment analysis. Nucleic Acids Res.

[27] Schleicher TR, VerBerkmoes NC, Shah M, Nyholm SV (2014). Colonization state influences the hemocyte proteome in a beneficial squid-Vibrio symbiosis. Mol Cell Proteomics.

[28] Darby C, Cosma CL, Thomas JH, Manoil C (1999). Lethal paralysis of *Caenorhabditis elegans* by *Pseudomonas aeruginosa*. Proc Natl Acad Sci U S A.

[29] Waterston RH, Thomson JN, Brenner S (1980). Mutants with altered muscle structure of *Caenorhabditis elegans*. Dev Biol.

[30] Moerman DG, Benian GM, Barstead RJ, Schriefer LA, Waterston RH (1988). Identification and intracellular localization of the unc-22 gene product of *Caenorhabditis elegans*. Genes Dev.

[31] Vogel BE, Hedgecock EM (2001). Hemicentin, a conserved extracellular member of the immunoglobulin superfamily, organizes epithelial and other cell attachments into oriented line-shaped junctions. Development.

[32] Vogel BE, Muriel JM, Dong C, Xu X (2006). Hemicentins: what have we learned from worms?. Cell Res.

[33] Avery L (1993). The genetics of feeding in *Caenorhabditis elegans*. Genetics.

[34] Raizen DM, Lee RY, Avery L (1995). Interacting genes required for pharyngeal excitation by motor neuron MC in *Caenorhabditis elegans*. Genetics.

[35] Van Gilst MR, Hadjivassiliou H, Jolly A, Yamamoto KR (2005). Nuclear hormone receptor NHR-49 controls fat consumption and fatty acid composition in *C. elegans*. PLoS Biol.

[36] Van Gilst MR, Hadjivassiliou H, Yamamoto KR (2005). A *Caenorhabditis elegans* nutrient response system partially dependent on nuclear receptor NHR-49. Proc Natl Acad Sci U S A.

[37] Hahn-Windgassen A, Van Gilst MR (2009). The *Caenorhabditis elegans* HNF4alpha Homolog, NHR-31, mediates excretory tube growth and function through coordinate regulation of the vacuolar ATPase. PLoS Genet.

[38] Coleman DL, Eicher EM (1990). Fat (fat) and tubby (tub): two autosomal recessive mutations causing obesity syndromes in the mouse. J Hered.

[39] Mukhopadhyay A, Deplancke B, Walhout AJ, Tissenbaum HA (2005). *C. elegans* tubby regulates life span and fat storage by two independent mechanisms. Cell Metab.

[40] Huang CC, Hall DH, Hedgecock EM, Kao G, Karantza V, Vogel BE, Hutter H, Chisholm AD, Yurchenco PD, Wadsworth WG (2003). Laminin alpha subunits and their role in *C. elegans* development. Development.

[41] Darby AC, Armstrong SD, Bah GS, Kaur G, Hughes MA, Kay SM, Koldkjaer P, Rainbow L, Radford AD, Blaxter ML (2012). Analysis of gene expression from the *Wolbachia* genome of a filarial nematode supports both metabolic and defensive roles within the symbiosis. Genome Res.

[42] Armstrong SD, Babayan SA, Lhermitte-Vallarino N, Gray N, Xia D, Martin C, Kumar S, Taylor DW, Blaxter ML, Wastling JM (2014). Comparative Analysis of the Secretome from a Model Filarial Nematode (*Litomosoides sigmodontis*) Reveals Maximal Diversity in Gravid Female Parasites. Mol Cell Proteomics.

[43] Prusse A, Vollmer S, Diesfeld HJ (1983). Immunocytochemical and ultrastructural studies on *Dipetalonema viteae* (Filarioidea). J Helminthol.

[44] Kostrouchova M, Krause M, Kostrouch Z, Rall JE (1998). CHR3: a *Caenorhabditis elegans* orphan nuclear hormone receptor required for proper epidermal development and molting. Development.

[45] Kouns NA, Nakielna J, Behensky F, Krause MW, Kostrouch Z, Kostrouchova M (2011). NHR-23 dependent collagen and hedgehog-related genes required for molting. Biochem Biophys Res Commun.

[46] Kostrouchova M, Krause M, Kostrouch Z, Rall JE (2001). Nuclear hormone receptor CHR3 is a critical regulator of all four larval molts of the nematode *Caenorhabditis elegans*. Proc Natl Acad Sci U S A.

[47] Starich TA, Herman RK, Shaw JE (1993). Molecular and genetic analysis of unc-7, a *Caenorhabditis elegans* gene required for coordinated locomotion. Genetics.

[48] Barnes TM, Hekimi S (1997). The *Caenorhabditis elegans* avermectin resistance and anesthetic response gene unc-9 encodes a member of a protein family implicated in electrical coupling of excitable cells. J Neurochem.

[49] Van Auken K, Weaver D, Robertson B, Sundaram M, Saldi T, Edgar L, Elling U, Lee M, Boese Q, Wood WB (2002). Roles of the Homothorax/Meis/Prep homolog UNC-62 and the Exd/Pbx homologs CEH-20 and CEH-40 in i embryogenesis. Development.

[50] Roayaie K, Crump JG, Sagasti A, Bargmann CI (1998). The G alpha protein ODR-3 mediates olfactory and nociceptive function and controls cilium morphogenesis in *C. elegans* olfactory neurons. Neuron.

[51] Crossgrove K, Maina CV, Robinson-Rechavi M, Lochner MC (2008). Orthologues of the *Drosophila melanogaster* E75 molting control gene in the filarial parasites *Brugia malayi* and *Dirofilaria immitis*. Mol Biochem Parasitol.

[52] Mimoto A, Fujii M, Usami M, Shimamura M, Hirabayashi N, Kaneko T, Sasagawa N, Ishiura S (2007). Identification of an estrogenic hormone receptor in *Caenorhabditis elegans*. Biochem Biophys Res Commun.

[53] Kwon JY, Kim-Ha J, Lee BJ, Lee J (2001). The MED-7 transcriptional mediator encoded by let-49 is required for gonad and germ cell development in *Caenorhabditis elegans*. FEBS Lett.

[54] Chen L, Ong B, Bennett V (2001). LAD-1, the *Caenorhabditis elegans* L1CAM homologue, participates in embryonic and gonadal morphogenesis and is a substrate for fibroblast growth factor receptor pathway-dependent phosphotyrosine-based signaling. J Cell Biol.

[55] Wen C, Levitan D, Li X (2000). Greenwald I: spr-2, a suppressor of the egg-laying defect caused by loss of sel-12 presenilin in *Caenorhabditis elegans*, is a member of the SET protein subfamily. Proc Natl Acad Sci U S A.

[56] Unhavaithaya Y, Shin TH, Miliaras N, Lee J, Oyama T, Mello CC (2002). MEP-1 and a homolog of the NURD complex component Mi-2 act together to maintain germline-soma distinctions in *C. elegans*. Cell.

[57] Karashima T, Sugimoto A, Yamamoto M (2000). *Caenorhabditis elegans* homologue of the human azoospermia factor DAZ is required for oogenesis but not for spermatogenesis. Development.

[58] Zhang Y, Foster JM, Nelson LS, Ma D, Carlow CK (2005). The chitin synthase genes chs-1 and chs-2 are essential for *C. elegans* development and responsible for chitin deposition in the eggshell and pharynx, respectively. Dev Biol.

[59] Choy RK, Thomas JH (1999). Fluoxetine-resistant mutants in *C. elegans* define a novel family of transmembrane proteins. Mol Cell.

[60] Heid PJ, Raich WB, Smith R, Mohler WA, Simokat K, Gendreau SB, Rothman JH, Hardin J (2001). The zinc finger protein DIE-1 is required for late events during epithelial cell rearrangement in *C. elegans*. Dev Biol.

[61] Tsuboi D, Qadota H, Kasuya K, Amano M, Kaibuchi K (2002). Isolation of the interacting molecules with GEX-3 by a novel functional screening. Biochem Biophys Res Commun.

[62] Kumar S, Chaudhary K, Foster JM, Novelli JF, Zhang Y, Wang S, Spiro D, Ghedin E, Carlow CK (2007). Mining predicted essential genes of *Brugia malayi* for nematode drug targets. PLoS One.

[63] Ellis RE, Kimble J (1995). The fog-3 gene and regulation of cell fate in the germ line of *Caenorhabditis elegans*. Genetics.

[64] Suh N, Jedamzik B, Eckmann CR, Wickens M, Kimble J (2006). The GLD-2 poly(A) polymerase activates gld-1 mRNA in the *Caenorhabditis elegans* germ line. Proc Natl Acad Sci U S A.

[65] L’Hernault SW, Shakes DC, Ward S (1988). Developmental genetics of chromosome I spermatogenesis-defective mutants in the nematode *Caenorhabditis elegans*. Genetics.

[66] Arduengo PM, Appleberry OK, Chuang P, L’Hernault SW (1998). The presenilin protein family member SPE-4 localizes to an ER/Golgi derived organelle and is required for proper cytoplasmic partitioning during *Caenorhabditis elegans* spermatogenesis. J Cell Sci.

[67] Singson A, Mercer KB, L’Hernault SW (1998). The *C. elegans* spe-9 gene encodes a sperm transmembrane protein that contains EGF-like repeats and is required for fertilization. Cell.

[68] Zugasti O, Rajan J, Kuwabara PE (2005). The function and expansion of the Patched- and Hedgehog-related homologs in *C. elegans*. Genome Res.

[69] Lim HH, Park BJ, Choi HS, Park CS, Eom SH, Ahnn J (1999). Identification and characterization of a putative *C. elegans* potassium channel gene (Ce-slo-2) distantly related to Ca(2+)-activated K(+) channels. Gene.

[70] Liu P, Ge Q, Chen B, Salkoff L, Kotlikoff MI, Wang ZW (2011). Genetic dissection of ion currents underlying all-or-none action potentials in *C. elegans* body-wall muscle cells. J Physiol.

[71] Smith WD (1993). Protection in lambs immunised with *Haemonchus contortus* gut membrane proteins. Res Vet Sci.

[72] Cachat E, Newlands GF, Ekoja SE, McAllister H, Smith WD (2010). Attempts to immunize sheep against *Haemonchus contortus* using a cocktail of recombinant proteases derived from the protective antigen, H-gal-GP. Parasite Immunol.

[73] McGonigle S, Yoho ER, James ER (2001). Immunisation of mice with fractions derived from the intestines of *Dirofilaria immitis*. Int J Parasitol.

[74] Lapierre LR, De Magalhaes Filho CD, McQuary PR, Chu CC, Visvikis O, Chang JT, Gelino S, Ong B, Davis AE, Irazoqui JE (2013). The TFEB orthologue HLH-30 regulates autophagy and modulates longevity in *Caenorhabditis elegans*. Nat Commun.

[75] Uno M, Honjoh S, Matsuda M, Hoshikawa H, Kishimoto S, Yamamoto T, Ebisuya M, Matsumoto K, Nishida E (2013). A fasting-responsive signaling pathway that extends life span in *C. elegans*. Cell Rep.

[76] Mango SE, Lambie EJ, Kimble J (1994). The pha-4 gene is required to generate the pharyngeal primordium of *Caenorhabditis elegans*. Development.

[77] Taubert S, Van Gilst MR, Hansen M, Yamamoto KR (2006). A Mediator subunit, MDT-15, integrates regulation of fatty acid metabolism by NHR-49-dependent and -independent pathways in *C. elegans*. Genes Dev.

[78] Watts JL, Browse J (1999). Isolation and characterization of a Delta 5-fatty acid desaturase from *Caenorhabditis elegans*. Arch Biochem Biophys.

[79] Picken NC, Eschenlauer S, Taylor P, Page AP, Walkinshaw MD (2002). Structural and biological characterisation of the gut-associated cyclophilin B isoforms from *Caenorhabditis elegans*. J Mol Biol.

[80] Joshua GW (2001). Functional analysis of leucine aminopeptidase in *Caenorhabditis elegans*. Mol Biochem Parasitol.

[81] Korolnek T, Zhang J, Beardsley S, Scheffer GL, Hamza I (2014). Control of metazoan heme homeostasis by a conserved multidrug resistance protein. Cell Metab.

[82] Davis MW, Fleischhauer R, Dent JA, Joho RH, Avery L (1999). A mutation in the *C. elegans* EXP-2 potassium channel that alters feeding behavior. Science.

[83] Mohrlen F, Hutter H, Zwilling R (2003). The astacin protein family in *Caenorhabditis elegans*. Eur J Biochem.

[84] Baylis HA, Furuichi T, Yoshikawa F, Mikoshiba K, Sattelle DB (1999). Inositol 1,4,5-trisphosphate receptors are strongly expressed in the nervous system, pharynx, intestine, gonad and excretory cell of *Caenorhabditis elegans* and are encoded by a single gene (itr-1). J Mol Biol.

[85] Walker DS, Gower NJ, Ly S, Bradley GL, Baylis HA (2002). Regulated disruption of inositol 1,4,5-trisphosphate signaling in *Caenorhabditis elegans* reveals new functions in feeding and embryogenesis. Mol Biol Cell.

[86] Han HF, Beckerle MC (2009). The ALP-Enigma protein ALP-1 functions in actin filament organization to promote muscle structural integrity in *Caenorhabditis elegans*. Mol Biol Cell.

[87] Goetinck S, Waterston RH (1994). The *Caenorhabditis elegans* muscle-affecting gene unc-87 encodes a novel thin filament-associated protein. J Cell Biol.

[88] Goetinck S, Waterston RH (1994). The *Caenorhabditis elegans* UNC-87 protein is essential for maintenance, but not assembly, of bodywall muscle. J Cell Biol.

[89] Kranewitter WJ, Ylanne J, Gimona M (2001). UNC-87 is an actin-bundling protein. J Biol Chem.

[90] Barstead RJ, Waterston RH (1989). The basal component of the nematode dense-body is vinculin. J Biol Chem.

[91] Ono K, Yu R, Mohri K, Ono S (2006). *Caenorhabditis elegans* kettin, a large immunoglobulin-like repeat protein, binds to filamentous actin and provides mechanical stability to the contractile apparatuses in body wall muscle. Mol Biol Cell.

[92] Forbes JG, Flaherty DB, Ma K, Qadota H, Benian GM, Wang K (2010). Extensive and modular intrinsically disordered segments in *C. elegans* TTN-1 and implications in filament binding, elasticity and oblique striation. J Mol Biol.

[93] Hiatt SM, Duren HM, Shyu YJ, Ellis RE, Hisamoto N, Matsumoto K, Kariya K, Kerppola TK, Hu CD (2009). *Caenorhabditis elegans* FOS-1 and JUN-1 regulate plc-1 expression in the spermatheca to control ovulation. Mol Biol Cell.

[94] Broday L, Kolotuev I, Didier C, Bhoumik A, Podbilewicz B, Ronai Z (2004). The LIM domain protein UNC-95 is required for the assembly of muscle attachment structures and is regulated by the RING finger protein RNF-5 in *C. elegans*. J Cell Biol.

[95] Bennuru S, Meng Z, Ribeiro JM, Semnani RT, Ghedin E, Chan K, Lucas DA, Veenstra TD, Nutman TB (2011). Stage-specific proteomic expression patterns of the human filarial parasite *Brugia malayi* and its endosymbiont *Wolbachia*. Proc Natl Acad Sci U S A.

[96] McKay SJ, Johnsen R, Khattra J, Asano J, Baillie DL, Chan S, Dube N, Fang L, Goszczynski B, Ha E (2003). Gene expression profiling of cells, tissues, and developmental stages of the nematode *C. elegans*. Cold Spring Harb Symp Quant Biol.

[97] Chen B, Liu P, Wang SJ, Ge Q, Zhan H, Mohler WA, Wang ZW (2010). alpha-Catulin CTN-1 is required for BK channel subcellular localization in *C. elegans* body-wall muscle cells. Embo J.

How the deposited data were processed for this re-analysis (not part of the article)

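Gene expression was measured by RNA sequencing in 12 libraries of 7 tissues of adult Dirofilaria immitis. FBW, FH, FI, FU and MBW have 2 libraries each, and MI and MT have 1 each. The paper states that the replicates came from 2 dogs. Per library, the authors aligned single-end reads to the genome (version 2.2) with TopHat and computed FPKM (fragments per kilobase of transcript per 1e6 mapped fragments) with Cufflinks, and these FPKM were used as deposited, with their 95% confidence bounds. The coverage (signal, mean read depth per base of a transcript) was computed by the authors with Cufflinks as well, was deposited without scaling for library size, and was used here only to estimate reads. Each of 12857 gene models has 1 transcript. Spectral counts per protein, and lists of differing genes, were read from the paper's own supplementary tables, the former for g00001 to g05315. The paper made its lists, and chose the genes it names, from these same libraries. Agreement in direction with them is therefore no independent support.

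Reads behind the FPKM were estimated from coverage, transcript length, read lengths of 72 bp (female) and 50 bp (male), as seen in the smallest coverage steps, and a fragment length of 200 bp. The number of mapped reads that FPKM were divided by was 1.21 (FBW library 2) to 6.17 (MBW library 1), in units of 1e6 reads, of which 80028 to 629767 lay on transcripts over 400 bp. The median number of reads per detected transcript over 400 bp was 2.01 to 25.2, so that many values rest on few reads. The smallest value the depth can show (3 reads on a transcript of 1 kb) was 0.607 to 3.08 FPKM.

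The 6 contrasts among tissues with 2 libraries were tested with limma 3.58.1 (R 4.3.3, lmFit and eBayes with trend = TRUE and robust = FALSE) on log2(FPKM + 1) over all 10 libraries without a block, for genes with an FPKM of at least 1 in at least 2 libraries, at a Benjamini-Hochberg adjusted p under 0.01. The tissues share 1 estimate of the spread per gene, as 2 libraries per tissue give too little for a test of each pair alone. Contrasts with MI or MT were not tested. For all 7 comparisons of tissues, genes at least 4-fold apart on FPKM + 1 were counted per pair of libraries. Gene sets by share of summed FPKM, clustering by uncentered correlation with centroid linkage, and R2 between libraries were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. The test was tested on simulated data in which 200 genes were changed 16-fold in FU. It called 69 of these and 20 unchanged genes in FBW v FU, and at most 9 genes in a comparison with no change. The changed genes had transcripts over 400 bp and were not at a low level. All simulated libraries shared 1 mean per gene apart from the change, without the shift in scale between library 2 and library 1. The rates need not hold for the real data.

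The genes named are those the paper names in its results that could be paired with a gene ID through its supplementary tables, written down before the processed files were opened, and for each contrast the 2 genes with the largest log2 fold change in each direction among those past the threshold and with every library of one tissue above every library of the other. Gene IDs are the last part of the nDi.2.2.2 gene model IDs. The alternatives were a pseudocount of 0.1, no FPKM filter, upper-quartile scaling, a replicate block, an adjusted p under 0.05, a locus of at least 300 bp, at least 2-fold, other shares and minimum FPKM for the sets, FPKM without a log, other linkage, a spectral count of at least 2, and leaving out each library in turn. Upper-quartile scaling with a replicate block, and the replicate block for named genes, were added after the data were seen. Wolbachia transcripts, whole-worm samples, genes without a paired ID, and the part of the protein and gene lists beyond what was read were not analysed here. No sequences were aligned again.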

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

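The tests of library batch and of the scale of the libraries given here were chosen only after the results were seen, as was the test of the summed FPKM of the 10 highest genes. The test of scaling without the 10 highest genes was set before. Differences in direction between female and male worms, or between tissues, were not themselves tested, because MI and MT have 1 library each.

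Genes came up here when every pair of libraries of the female worms moved one way and every pair of the male worms the opposite way. Among all genes at least 4-fold apart in every pair, 3 moved in opposite directions between intestine and body wall, against 410 that moved in the same direction, and 5 between gonad and body wall, against 869. Of the first, 2 have a locus under 300 bp, and of the second 1.

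Among the 91 genes named in the text, 17 moved in opposite directions in at least 1 of 3 contrasts, 23 times in all. For intestine over body wall, the log2 fold changes in females and in males were -0.79 and 1.43 for a trehalase (g05570), -2.29 and 0.54 for unc-89 g07736, -2.45 and 0.99 for unc-89 g07737 and -7.92 and 7.59 for g12233. For gonad over body wall they were -2.84 and 1.12 for unc-89 g00717, -3.68 and 0.59 for unc-89 g06547, -3.24 and 1.55 for unc-89 g07737, -2.46 and 0.65 for ttn-1 (g00720), -2.20 and 1.38 and -2.46 and 2.19 for the ketn-1 gene models g00721 and g00722, -2.98 and 1.19 for alp-1 (g01760), -2.56 and 1.00 for him-4 g08706, 2.65 and -0.58 for the follicle stimulating hormone receptor (g01254), 3.05 and -1.17 for riboflavin kinase (g09974), -5.46 and 2.28 for g11427 and -7.92 and 7.85 for g12233. For female over male, body wall and intestine gave 3.54 and -0.36 for unc-89 g00717, 3.01 and -0.57 for ketn-1 g00721, 0.62 and -0.22 for apr-1 (g02410), 4.67 and -0.18 for unc-22 (g02834), 1.20 and -1.02 for the trehalase g05570, 1.89 and -0.89 for mdt-15 (g05692) and 7.92 and -7.59 for g12233.

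The muscle transcripts among them share a low level in MBW, where the upper quartile of the FPKM above 0 was 1.61 and 3.10. With each library scaled to a common upper quartile, 14 of the 23 movements were still opposite in every pair, 2 of 4 for intestine, 6 of 12 for gonad and 6 of 7 for female over male. Of the 10 movements of unc-89, ttn-1, ketn-1, alp-1 and him-4 for intestine and gonad, 8 were no longer opposite. The opposite direction of most of these 10 therefore depends on the scale of the libraries. For female over male, the movements of unc-89 g00717, ketn-1 g00721 and unc-22 stayed opposite. Their scaled log2 fold changes were 2.80, 2.11 and 4.16 in body wall and -0.061, -0.32 and -0.10 in intestine. Of the 14 movements left, 4 belong to g12233 and g11427. After scaling, the unc-89 transcripts g00717 and g06547, ttn-1 (g00720), ketn-1 g00721 and alp-1 (g01760) were lower in the gonad than in the body wall of both sexes in the mean. The genes g12233 and g11427 have transcripts of 123 and 228 bp, at which FPKM rest on few positions, and the authors' lower bounds are 0 in both FBW libraries. Sex coincides with read length and library set in these data, so that a biological difference between the sexes cannot be told apart from a difference between library batches.

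The gene g00999 was outside those the paper discusses and held up to 73.4% of the summed FPKM of a library (FBW library 1), with 161285 to 533774 FPKM over the 12 libraries. Scaling each library to the sum of all but its 10 highest genes removed a median of 69.0% of the log ratio between the upper quartiles of library 2 and library 1 over the 5 tissues, and moved the ratios from between 1.93 and 2.72 to between 0.635 and 1.23, under 1 in 4 of the 5. This scaling fixes the level of the remaining genes and overshot, so that it does not show that the highest genes are the source of the ratio. If they were, they would hold more FPKM in library 1. Their summed FPKM was higher in library 1 in 1 of the 5 tissues and in library 2 in 4. The FPKM of g00999 was higher in library 2 in 3, and these counts go against this explanation. As a share of the summed FPKM, the 10 highest genes held more in library 1 of all 5 tissues, with 92.1% against 78.3% in FBW, for example. A share also rises when the other genes are lower, so that it cannot decide this question. No biological explanation was tested.

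In a comparison across all tissues, which the paper does not make, 23 genes had at least 1 FPKM in all 4 male libraries and 0 in all 8 female libraries, and 0 genes had the reverse. Of the 23, 9 (39.1%) have a locus under 300 bp. They include the major sperm protein transcripts g08314 and g08315. Of the 44 genes past the threshold between FBW and MBW, 17 separated all male from all female libraries whatever the tissue. The male libraries have another read length, so that the pattern cannot be told apart from library batch or read length.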

How the results depend on the processing

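The alternatives were chosen before the data were examined, except upper-quartile scaling together with a replicate block, and the replicate block for named genes, which were chosen after the data were seen. Of 156 fold changes of named genes, each run with a pseudocount of 0.1, upper-quartile scaling and 1 library left out, 133 kept their direction, 13 reversed under at least 1 of these and 10 others were at 0 at least once, 1 of them (unc-9 in MBW v MT) already in the main values. Of the 184 other values under alternatives, 89 stayed within the spread between libraries, or within 1.5 times the count, and 95 moved. The causes were not tested unless a cause is given.

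With a pseudocount of 0.1, R2 between the libraries of a tissue was 0.0679 (FBW), 0.0828 (FH), 0.188 (FI), 0.348 (FU) and 0.386 (MBW). The median number of genes at least 4-fold apart was 3840.5 (FBW v MBW), 3135.5 (FI v MI), 4726 (FU v MT), 4001 (FBW v FI), 6807.5 (MBW v MI) and 7838 (MBW v MT). The limma counts were 109 (FBW v FI), 669 (FBW v FU), 1 (FH v FBW), 75 (FH v FI) and 627 (FH v FU). Among the named genes nhr-14 in FU over MT reversed, to -0.82 from 0.12, and 31 of 156 changed in all, 5 of them weaker. A smaller pseudocount gives values near 0 FPKM more weight, and the smallest value that 3 reads give is 0.607 to 3.08 FPKM.

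With each library scaled to a common upper quartile, the FU/MT, FU and MBW sets held 521, 886 and 534 genes. The median number of genes at least 4-fold apart was 1881.5 (FU v MT), 2056 (MBW v MI), 2402 (FBW v FU) and 2729 (MBW v MT). The limma counts were 123 (FBW v MBW), 398 (FBW v FI), 7 (FH v FBW) and 313 (FH v FI). Among the named genes, nhr-14 in FU over MT reversed to -0.22 and deb-1 in FBW over FU to 1.59, from -0.013. In all 55 of 156 named fold changes changed, 30 of them stronger and 4 weaker.

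A replicate block, which adds the library number to the model, gave 45 genes against 44 unblocked (FBW v MBW), 201 genes against 39 unblocked (FBW v FI), 2585 genes against 1149 unblocked (FBW v FU), 8 genes against 2 unblocked (FH v FBW), 99 genes against 16 unblocked (FH v FI) and 2338 genes against 1008 unblocked (FH v FU). The paper states that its replicates came from 2 dogs. Taking the library number as the dog is an assumption of the block. Of 105 tested fold changes of named genes, 17 passed the threshold only with the block and 1 only without. As a check of the pairing, the correlation across genes of the library 2 minus library 1 differences averaged 0.0989 over 10 pairs of tissues, from 0.0216 to 0.220. The upper quartile was higher in library 2 of every tissue. Upper-quartile scaling together with the block, chosen after the data were seen, gave 90 against 123 with scaling alone (FBW v MBW), 307 against 398 with scaling alone (FBW v FI), 804 against 955 with scaling alone (FBW v FU), 2 against 7 with scaling alone (FH v FBW) and 236 against 313 with scaling alone (FH v FI). The block raised every count without scaling and lowered every count with it, FH v FU included, so that its gain goes with the shift in scale.

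At an adjusted p under 0.05 the counts were 266 (FBW v FI), 2865 (FBW v FU), 8 (FH v FBW), 155 (FH v FI) and 2677 (FH v FU). Without the FPKM filter they were 10 (FBW v FI), 1 (FH v FBW), 8 (FH v FI) and 665 (FH v FU). Among genes whose locus is at least 300 bp they were 10 (FBW v MBW) and 1 (FH v FBW), R2 was 0.321 (FBW), 0.314 (FH), 0.503 (FI), 0.629 (FU) and 0.710 (MBW), and the clustering joined 0 of the tissue pairs FBW with FH and FI with MI, against 1 for all genes.

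On log2(FPKM + 1), and with each gene divided by its highest tissue, the clustering joined 2 of these tissue pairs. For FPKM without a log, R2 was 0.992 (FBW), 0.990 (FH), 0.996 (FI), 0.730 (FU) and 0.970 (MBW), and among genes with an FPKM of at least 1 in both libraries 0.733 (FBW), 0.722 (FH), 0.792 (FI), 0.783 (FU) and 0.852 (MBW). At an FPKM of at least 1 in any library, the percent of genes detected was 44.1 (FBW), 52.7 (FI), 29.0 (MBW), 55.3 (MI) and 65.1 (MT). With shares of 0.6 and 0.7, the MI, FBW and FH sets held 321, 101 and 77 genes, and with a mean FPKM of at least 5 the FI, FH and MBW sets held 139, 82 and 83. At least 2-fold apart were 3353.5 (FBW v MBW), 3524.5 (FI v MI), 5923 (FU v MT), 4229 (FBW v FI), 6499.5 (MBW v MI), 6781 (FBW v FU) and 7768.5 (MBW v MT) genes in the median. The percent of transcripts with a protein at an FPKM of at least 1 was 38.6 (FU), 37.1 (FBW) and 16.3 (FH), and at a spectral count of at least 2 it was 24.5 (FBW).

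With 1 library of a tissue left out in turn, the percent of genes detected ranged from 38.0 to 49.4 (FBW), 33.9 to 53.1 (FH), 46.8 to 56.5 (FI), 58.0 to 71.6 (FU) and 52.7 to 55.8 (MBW). The sets held 1277 to 3203 (FU) and 393 to 1101 (MI) genes, and the FI v MI median was 835 to 1791 genes. The log2 fold changes that reversed ranged from -3.81 to 0.25 for eat-18 and -0.066 to 1.26 for nhr-31 in FI over MI, -0.97 to 1.20 for nhr-14 in FU over MT, -0.54 to 0.51 for deb-1 in FBW over FU, and -0.42 to 2.03 for ptc-3 in FH over FU. In FH over FBW they were -0.91 to 1.03 for ptc-3 and -1.49 to 0.040 for slo-2. In FBW over FH they were -0.49 to 0.95 and -0.12 to 1.95 for unc-87 g05858 and g08082, and -0.83 to 0.73, -0.98 to 1.10, -1.02 to 0.87 and -0.48 to 1.43 for unc-89 g07737, g06547, g00717 and g07736. Leaving out a library was not run for the limma counts, since it leaves a tissue with 1 library, which limits what is known of their dependence on single libraries. With 2 libraries per tissue and 80028 to 629767 reads on transcripts over 400 bp, the depth limits tests of genes at low level, and 34.5% of simulated 16-fold changes were called. The simulated changes were in genes above a low level, so that this share is not a measure for genes at low level.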

Differences from the paper's values

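R2 between the FU libraries was 0.529 on log2(FPKM + 1), against the paper's 0.73. For FPKM without a log it was 0.730, which reaches the paper's value. The other alternatives set before the data were examined did not, with 0.348 at a pseudocount of 0.1, 0.783 among genes with an FPKM of at least 1 in both libraries and 0.629 among genes whose locus is at least 300 bp.

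Between FBW and MBW, limma gave 44 genes, against the paper's 113. For gene counts, a gap is called closed when the value lies within the multiple of a count used for the alternatives above. A closed gap can therefore still leave a large difference. Upper-quartile scaling closed the gap, with 123, as did upper-quartile scaling with a replicate block, chosen after seeing the values, with 90. The pseudocount of 0.1, leaving out the filter, the replicate block, the adjusted p under 0.05 and the locus of at least 300 bp did not. Higher in MBW were 39 genes, against the paper's 59. A pseudocount of 0.1 (49) and an adjusted p under 0.05 (55) closed this gap, as did upper-quartile scaling with a replicate block (82), chosen after seeing the values. Upper-quartile scaling alone (109) and the rest did not. Higher in FBW were 5 genes, against the paper's 54, and no alternative closed this gap, with 14 at most under upper-quartile scaling.

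Between FBW and FI there were 39 genes, against the paper's 387. Upper-quartile scaling (398) closed the gap. In the sense given above, so did an adjusted p under 0.05 (266) and upper-quartile scaling with a replicate block (307), chosen after seeing the values. Both counts stayed well below 387. The other alternatives did not close the gap. Higher in FI were 25, against the paper's 264, and of all alternatives only upper-quartile scaling closed the gap, with 208.

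Between FBW and FU, 47 genes were higher in FBW, against the paper's 268. Upper-quartile scaling (244) closed the gap, as did upper-quartile scaling with a replicate block (222), chosen after seeing the values, and none of the others did. The same scaling opened gaps in this comparison that the unscaled FPKM did not have, with 955 genes in all against the paper's 1555 (1149 unscaled) and 711 higher in FU against the paper's 1287 (1102 unscaled). Higher in FH than in FBW, FI or FU were 27 genes, against the paper's 300. Here too upper-quartile scaling (234) closed the gap, as did upper-quartile scaling with a replicate block (201), chosen after seeing the values, and none of the others did. A setting that closes a gap does not show which method the paper used. In the paper's FBW v MBW list, the values of genes above 0 FPKM were the deposited ones times 1 constant per library. The median error was 0.940% for FBW and 0.300% for MBW, and the constants shifted FBW over MBW by -1.46 on the log2 scale. Counts and fold changes on the FPKM as deposited are therefore on another scale than that list.

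The paper puts the set shared by uterus and testis first in size among its gene clusters, and here the set of FU alone was larger, with 2455 genes against 1445. With library 1 of each tissue alone the shared set was larger than that of FU alone, 1691 against 1277, and smaller than that of MT alone, 2093. The paper finds more differing genes between the sexes in intestine than in body wall. By genes at least 4-fold apart the ranges over pairs of libraries overlapped, with medians of 1313 in intestine and 1235.5 in body wall. Apart in every pair were 570 genes in intestine (2 pairs) and 209 in body wall (4 pairs), the paper's order. After upper-quartile scaling body wall had more per pair, 1142 to 1733 against 658 to 1125. The paper gives uterus the lowest R2 between libraries, and on the log scale FBW was lower, at 0.255. It lists more genes higher in FU than in MT, and by 4-fold differences in every pair of libraries there were 550 higher in FU and 1119 higher in MT. In the median over the pairs there were 1568.5 and 1517, with more in FU for FU library 2 and more in MT for FU library 1. Of the 202 genes it lists as higher in FI than in MI, 89 were not higher in the deposited FPKM by the mean of log2(FPKM + 1), and 39 by the mean of the FPKM.

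In direction, the paper has eat-18 (g07242) higher in FI than in MI, and its log2 fold change was -1.78 (-3.81 to 0.25 with single FI libraries). It has mpz-1 (g05773) higher in MBW than in MT (-1.87). In others the value here was near 0, with no direction to compare. The paper has deb-1 (g07131) higher in FBW than in FU (-0.013 here). Its unc-7 (g02596) and unc-9 (g11636) are higher in MT than in MBW, and the log2 fold changes of MT over MBW were -0.10 and 0. It has unc-89 higher in FBW than in FH, and of its 4 gene models g07737 and g00717 had -0.053 and -0.076.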

Other observations

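The tests of testis RNA over all testis genes were set before their results were seen. The tests restricted to genes with enough depth, and those of short transcripts, of the scale of the FU libraries, of the pairing of libraries, of the listed FI values and of a single gene in FU, were chosen only after the results were seen.

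Testis RNA in the male body wall would carry all strong testis transcripts over at a similar share of their MT level. The 5 major sperm protein transcripts summed to 1.77% and 1.81% of their MT sum in the MBW libraries and 2.23% in MI. Over 54 genes with at least 100 FPKM in MT and under 1 FPKM in every female library, the median share of the MT level was 0% in MBW, where 22 of them were detected, and 1.19% in MI. Over the 6 genes for which the depth would give at least 3 MBW reads, it was 0.606%, and the others would give fewer than 3 reads at the share of the major sperm proteins or have transcripts of at most 400 bp, for which reads were not estimated. All 6 genes with enough depth in MBW were detected in MI as well, at 1.68 to 5.56 FPKM, against 101 to 275 FPKM in MT. In MBW all 6 were detected, at 0.170% to 1.15% of the MT level. The single major sperm protein transcripts lay at 0% to 3.19% in MBW, a range that includes these values, and at 1.97% to 3.10% in MI, where the quartiles of the 54 genes were 0% and 6.69%. The medians in MBW lie more than 2-fold below the summed share and the median in MI within 2-fold of it, but with these spreads testis RNA is neither shown nor excluded in either tissue. Expression of these genes in the male body wall and intestine itself was not tested.

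Of the 44 genes past the threshold between FBW and MBW, 65.9% have a locus under 300 bp, against 4.39% of the genes tested. This is consistent with short transcripts as a source of much of that count, since FPKM of transcripts near the length of a fragment are unstable. The share was 30.8% in FBW v FI, 25% in FH v FI, 50% of 2 genes in FH v FBW, 4.70% in FBW v FU and 4.27% in FH v FU, so that it was raised in some comparisons of female tissues as well. A test across the sexes is also one across library sets, as 17 of the 44 genes separate all male from all female libraries.

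The larger number of genes higher in FU than in FBW could come from the FPKM scale of the FU libraries. After upper-quartile scaling 74.5% of the genes past the threshold were still higher in FU, against 95.9% before, so that the scale does not account for all of it. Amounts of RNA per tissue and other technical sources were not tested, and no biological explanation is drawn.

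The differences between library 2 and library 1 of a tissue were weakly correlated between tissues, with a mean of 0.0989 across 8773 genes, which are not independent replicates. After upper-quartile scaling the mean was 0.0538. The scale accounts for a part of the correlation, and whether the rest marks shared dogs, worms or batches cannot be told from these data.

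Genes that the paper lists as higher in FI than in MI and that were not higher in the deposited FPKM number 89 by the mean of log2(FPKM + 1), the measure of this paragraph, and 39 by the mean of the FPKM. For genes above 0 FPKM in both FI libraries, the listed FI value was the sum of the deposited values times 1 constant per library, with a median error of 0.985%, and the constants raised FI over MI by 0.68 on the log2 scale. Of the 89 genes, 88 had 0 FPKM in 1 FI library, and for genes above 0 in FI library 2 alone the listed value was 2.05 times what the library 2 constant gives. This is consistent with listed values that leave out the library at 0 FPKM, and no biological explanation was tested. The same ratio was 2.03 for FU in the list against MT, where 61 of 61 such genes had 0 FPKM in 1 FU library. By the mean of the FPKM all genes of that list were higher in FU.

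The low R2 of FU for FPKM without a log could rest on a single gene. Without g00999 it was 0.817 in FU, above the 0.591 of FBW and the 0.732 of FH, so that the order of the tissues on this scale depends on that gene. The infection age of the worms was not analysed here, since the ages are not assigned to the libraries.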
